# Pyroptosis executor gasdermin D plays a key role in scleroderma and bleomycin-induced skin fibrosis

**DOI:** 10.1038/s41420-022-00970-1

**Published:** 2022-04-08

**Authors:** Huan Yang, Yanqiang Shi, Huiting Liu, Feiyan Lin, Biying Qiu, Qinglan Feng, Yu Wang, Bin Yang

**Keywords:** Immune cell death, Inflammasome

## Abstract

The NLRP3 inflammasome and IL-1β are essential for scleroderma pathogenesis. Nevertheless, the role of pyroptosis executor gasdermin D(GSDMD), which is a downstream molecule of NLRP3 and is required for IL-1β release in some situations, has not yet been well elucidated in scleroderma. Here, we found that GSDMD was significantly up-regulated and activated in the skin of scleroderma patients and bleomycin-induced mouse model. What’s more, the ablation of GSDMD ameliorates bleomycin-induced skin fibrosis according to HE staining, Masson staining and the detection of hydroxyproline contents. GSDMD deficiency also impaired macrophages infiltration and reduced inflammation response. Furthermore, the loss of GSDMD reduced Th17 differentiation in vivo and in vitro. Collectively, these findings provide the first demonstration that GSDMD related pyroptosis plays an important role in scleroderma pathogenesis.

## Introduction

Scleroderma is a broad term that denotes a series of diseases that manifest as skin fibrosis related to autoimmune dysfunction, including systemic sclerosis (SSc) and localized scleroderma (LoS) [1]. The pathological characteristics of skin in scleroderma are quite similar, which include microvascular damage, immune cells dysfunction, and fibrosis of the skin, except that internal organ fibrosis and systemic symptoms were involved in SSc [2, 3]. Both LoS and SSc show an early inflammatory and edematous reaction, which suggests that LoS and SSc may have similar inflammatory reactions at the initial stage [1, 2]. The most common symptoms of LoS are the sclerosis and atrophy of the skin, which can be disfiguring, and can have a certain risk of disabling when joints are involved. More importantly, SSc can affect the internal organs, which causes the high burden of mortality [4]. However, due to the complexity of this disease, effective therapies for scleroderma are still lacking. Therefore, it is very important to explore the pathogenesis of skin fibrosis in scleroderma and provide new insights for the treatment of the disease.

Studies have shown that inflammasomes play an important role in the pathogenesis of scleroderma [5]. Multiple inflammasome subsets have been reported to date, among which, NOD-like receptor family pyrin domain containing 3(NLRP3), is the most well studied. NLRP3 inflammasoms can recognize danger signals and activate the pro-inflammatory caspase-1 [6], which can cleave the precursors of IL-1β, IL-18 and Gasdermin D(GSDMD) into their mature form and induce pyroptosis, a programmed pro-inflammatory cell death. It is worth noting that in the skin lesions of SSc patients, the expressions of NLRP3 inflammasomes, caspase-1, IL-1β, and IL-18 were elevated, and they were positively correlated with the severity of skin fibrosis [7]. Furthermore, both NLRP3 knockout (KO) mice and ASC KO mice showed resistance to bleomycin (BLM)-induced skin fibrosis, highlighting an important role of NLRP3 in scleroderma [8].

Pyroptosis is a form of cell death mediated by the Gasdermin family, manifested by the destruction of cell membranes and the release of pro-inflammatory factors [9]. GSDMD is a classic pyroptosis executor in Gasdermins family. In the pyroptosis pathway mediated by GSDMD, inflammasomes can activate the pro-inflammatory caspase-1, which cleaves GSDMD and releases N-terminal-GSDMD. Then the assembling N-terminal-GSDMD transfers into cell membrane and forms membrane pores, promoting the release of cell contents and inflammatory mediators like IL-1β and IL-18. Broz P et al. [10] GSDMD has been confirmed to be related to many fibrotic diseases, such as non-alcoholic liver cirrhosis [11], renal fibrosis caused by ureteral obstruction [12] and myocardial fibrosis after myocardial infarction [13]. In addition, Peng L et al. [14] proved that Scutellarin can inhibit NF-κB/NLRP3 pathway to repress the activation of GSDMD and reduce BLM-induced lung fibrosis in mice. However, so far there have been no studies on the mechanism for GSDMD in BLM-induced skin fibrosis in mice and whether pyroptosis occurs in scleroderma patients.

Here, we provide the first insight into the physiological function of GSDMD in skin fibrosis of scleroderma and try to describe the regulatory mechanism of GSDMD-mediated pyroptosis in the development of immunological dysfunction in scleroderma patients and mouse model. We discover that GSDMD is crucial for skin fibrosis, and may be related to the infiltration of macrophages and differentiation of T helper 17 (Th17) cells in the skin lesions.

## Results

### Upregulation and activation of GSDMD in patients with scleroderma

To determine whether pyroptosis executor GSDMD plays a role in the development of scleroderma, we compared gene expression between healthy skin (*n* = 15) and SSc skin samples (*n* = 18) using microarray data in the Gene Expression Omnibus (GEO) database (GSE95065). The expression level of GSDMD was found to be significantly up-regulated in SSc skin than in normal skin (*p* = 0.0005) (Fig. 1A). In order to detect whether GSDMD induced pyroptosis occurs in scleroderma, we used immunohistochemistry staining to test the existence of the cleaved GSDMD in scleroderma skin with the excellent GSDMD antibody that recognize endogenous levels of GSDMD only when GSDMD is cleaved at Asp275. We enrolled a total of 19 patients, whose paraffin-embedded skin tissues were used for research, including 6 SSc and 13 LoS. The demographic and clinical manifestations of the included patients were shown in Supplementary Table S1. The results showed that there were cleaved GSDMD positive cells in some of the patients’ skin lesions, which were mainly distributed around blood vessels (Fig. 1B). However, not all patients have cleaved GSDMD positive cells in the skin lesions. Patients with longer disease duration and weaker inflammation have no obvious positive signals of cleaved GSDMD (Supplementary Table S1). It is also found that the disease duration of cleaved GSDMD-positive patients is generally shorter than that of cleaved GSDMD-negative patients (*P* < 0.05) (Fig. 1C, Supplementary Table S1). Patients with early-stage lesions which manifested as erythema or swelling were more likely to have cleaved GSDMD positive cells (Supplementary Table S1). Next, to explore what kind of cells have cleaved GSDMD in scleroderma skin, we downloaded and analyzed the GSE160536 data set, which included single-cell RNA sequencing (scRNA-seq) data from the skin lesions of six localized scleroderma patients. The analyzed data of GSE160536 are also available on www.fibroad.org. The results suggested that GSDMD (Fig. 1D), caspase-1 and caspase-4 (Supplementary Fig. S1) were mainly up-regulated in macrophages, vascular endothelial cells and T cells. What’s more, IL-1β, IL-18 (Fig. 1D) and NLRP3 (Supplementary Fig. S1) were mainly up-regulated in macrophages. Therefore, we further examined whether there was a GSDMD-related pyroptosis in macrophages in scleroderma. The result of immunofluorescence colocalization showed the presence of activated GSDMD in CD68-positive macrophages, suggesting that the pyroptosis of macrophages existed in scleroderma (Fig. 1E).

**Fig. 1:**
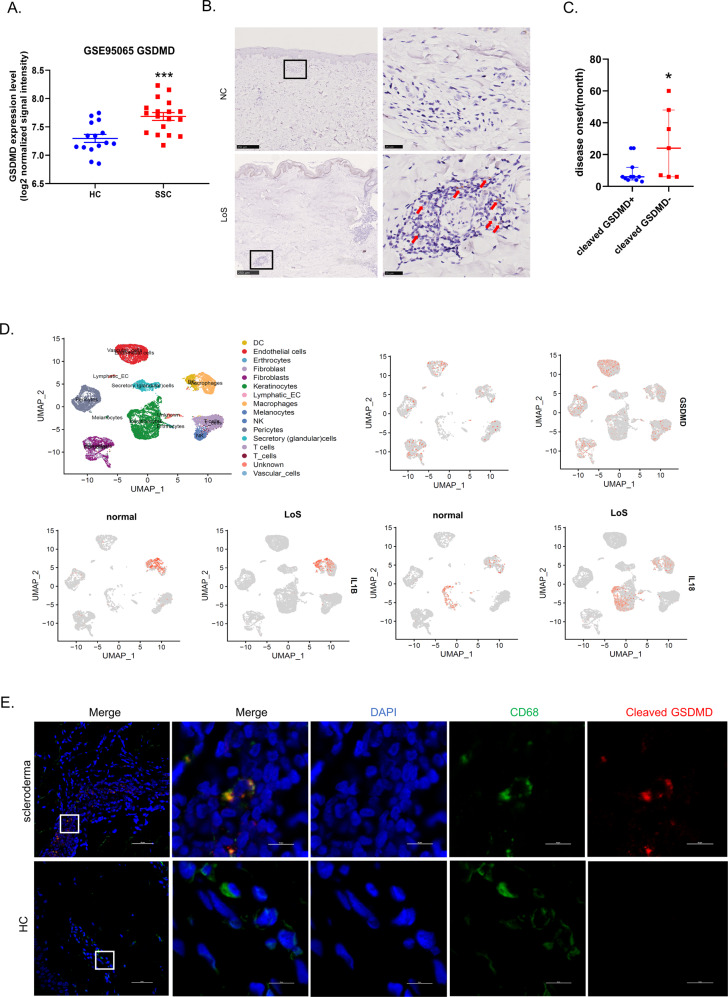
Upregulation and activation of GSDMD in patients with scleroderma. **A** Microarray data(GSE95065) of skin biopsies of patients with SSc (*n* = 18) demonstrated up-regulated mRNA GSDMD compared to healthy controls (HC) (*n* = 15), ***P < 0.001, analyzed by *T* test. **B** Representative images of three-micron thick skin tissue stained with anti-cleaved-GSDMD antibody, Red arrows: cleaved GSDMD positive cells. **C** Comparison of the disease duration of cleaved GSDMD positive and negative patients, the bars represent the median and IQR, *P < 0.05 (analyzed by Mann–Whitney *U* test). **D** Single cell RNA-seq data of skin biopsies of patients with localized scleroderma (*n* = 6) demonstrated the mRNA level of GSDMD, IL-1β and IL-18 were mainly up-regulated in macrophages, data also available at www.fibroad.org. **E** Immunofluorescence analysis using anti-cleaved-GSDMD and anti-CD68 antibodies for cleaved-GSDMD-positive macrophages. Scale bar: 50 μm and 10 μm.

### Pyroptosis executor GSDMD is also up-regulated and activated in BLM-induced scleroderma mice

The BLM-induced mouse skin fibrosis model has been widely used in the research of scleroderma. We first analyzed the RNA-sequencing (RNA-seq) results of mouse skin fibrosis induced by BLM from the GSE132869 data set, which included the RNA transcription of the mouse skin at day 7, 14, 21, 28, and 42 after BLM injection. We analyzed the expression level of GSDMD, IL-1β, IL-18 and caspase-1 in this data set. Interestingly, we found that the expression of GSDMD, caspase-1, IL-1β, and IL-18 increased significantly at the early stage (days 7 and 14) of the disease in scleroderma mice. However, after 21 days, the expression of these genes gradually decreased into the level of the control group (Fig. 2A). This was similar to the findings of immunohistochemistry of cleaved GSDMD in scleroderma patients, suggesting GSDMD may mainly play a role at the initiation and early inflammatory stage of the disease. In order to further verify the role of GSDMD-induced pyroptosis in mice with scleroderma, we used BLM to establish scleroderma mouse model for study. BLM was injected subcutaneously at a fixed position on the back of the mouse, once every other day, for 4 consecutive weeks. The results of HE staining, Masson staining, skin thickness measurement and hydroxyproline contents showed the successful establishment of the mouse model (Fig. 2B, C). The skin samples were then used for RNA and protein extraction. The results of qPCR showed that after BLM treatment, the transcription levels of GSDMD, IL-1β, IL-18 and, the classic molecules of fibrosis, TGFβ-1, were increased (Fig. 2D). The results of Western Blot showed that the full-length GSDMD and pro-IL-1β was up-regulated in protein level (Fig. 2E, F). Moreover, the protein levels of cleaved-GSDMD, cleaved caspase-1 and mature IL-1β were also elevated in scleroderma mice (Fig. 2E, F). ELISA test of the tissue supernatant found that the level of IL-1β in the skin of the BLM treated group was increased, which further proved the existence of GSDMD-related pyroptosis in scleroderma mice (Fig. 2G).

**Fig. 2:**
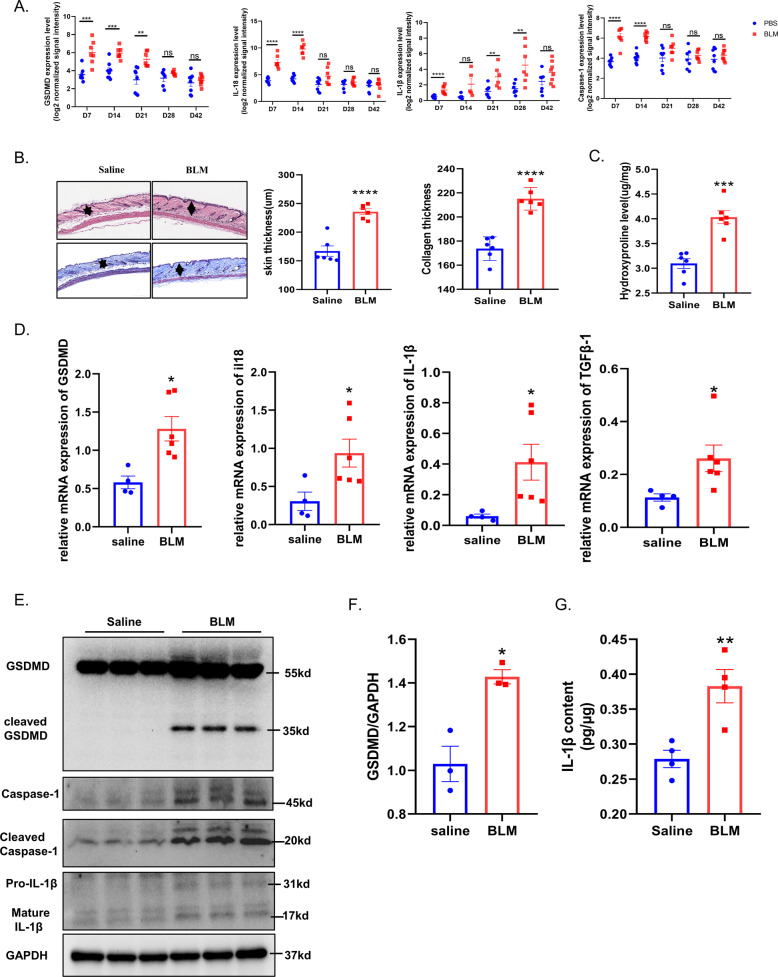
Pyroptosis executor GSDMD is also up-regulated in BLM-induced scleroderma mice. **A** RNA-seq data(GSE132869) of skin biopsies of mouse after treated with BLM at different time point demonstrated up-regulated GSDMD, IL-1β, IL-18, and Caspase-1 in the early stage. **B**, **C** Representative images of HE and Masson staining and Statistics on skin thickness, collagen thickness and hydroxyproline content showed that the BLM-induced skin fibrosis was successfully established (*n* = 6), the bars represent the mean ± SEM, ***P < 0.001, ****P < 0.0001 (analyzed by *t*-test). **D** Mouse skin treated with BLM (*n* = 6) or saline (*n* = 4) for 28 days were harvested and total RNA was isolated for RT-qPCR, GSDMD, IL-1β, IL-18, and TGFβ-1 expression was normalized against GAPDH expression, the bars represent the mean ± SEM. *P < 0.05 (analyzed by *t*-test). **E**, **F** Immunoblots showing the levels of GSDMD, cleaved GSDMD, Caspase-1, cleaved caspase-1, and IL-1β in the indicated groups. **G** ELISA showing the levels of IL-1β in tissue supernatant in the indicated groups, results are mean ± SEM, *n* = 4, **P < 0.01 (analyzed by *t*-test), compared to control.

### The ablation of GSDMD ameliorates BLM-induced skin fibrosis

To further investigate the role of GSDMD in skin fibrosis, gender- and age-matched GSDMD KO mice and WT control mice were subcutaneously injected with BLM, and then indicators related to skin fibrosis were analyzed. The results of HE and Masson staining showed that GSDMD KO mice had an attenuated skin fibrosis and proliferation of collagen fibrous tissue, and immune cells infiltration was significantly decreased compared with WT mice (Fig. 3A, B). The thickness of the skin and collagen was significantly less in GSDMD KO mice (*P* < 0.0001) (Fig. 3C, D). The hydroxyproline content in the skin tissues of GSDMD KO mice was significantly lower than that in WT mice (*P* < 0.05) (Fig. 3E). The number of α-SMA-positive myofibroblasts significantly reduced in GSDMD KO mice compared with WT mice (*P* < 0.0001) (Fig. 3F, G). The transcription levels of IL-1β, IL-18, and TGFβ-1 also decreased (Fig. 3H). Disulfiram can inhibit the cell membrane poring activity of GSDMD [15]. It reminds us that disulfiram may be able to reduce the degree of fibrosis in mouse skin, so we injected disulfiram into the intraperitoneal cavity 4 hours before BLM administration. The results of HE staining and Masson staining showed that the skin thickness of mice in the disulfiram administration group was significantly less than that in the control group. (Supplementary Fig. S2A). The results of hydroxyproline and α-SMA detection also showed that the skin collagen content of mice in the disulfiram administration group was less (Supplementary Fig. S2B–D). This suggested that disulfiram might have a therapeutic effect on skin fibrosis.

**Fig. 3:**
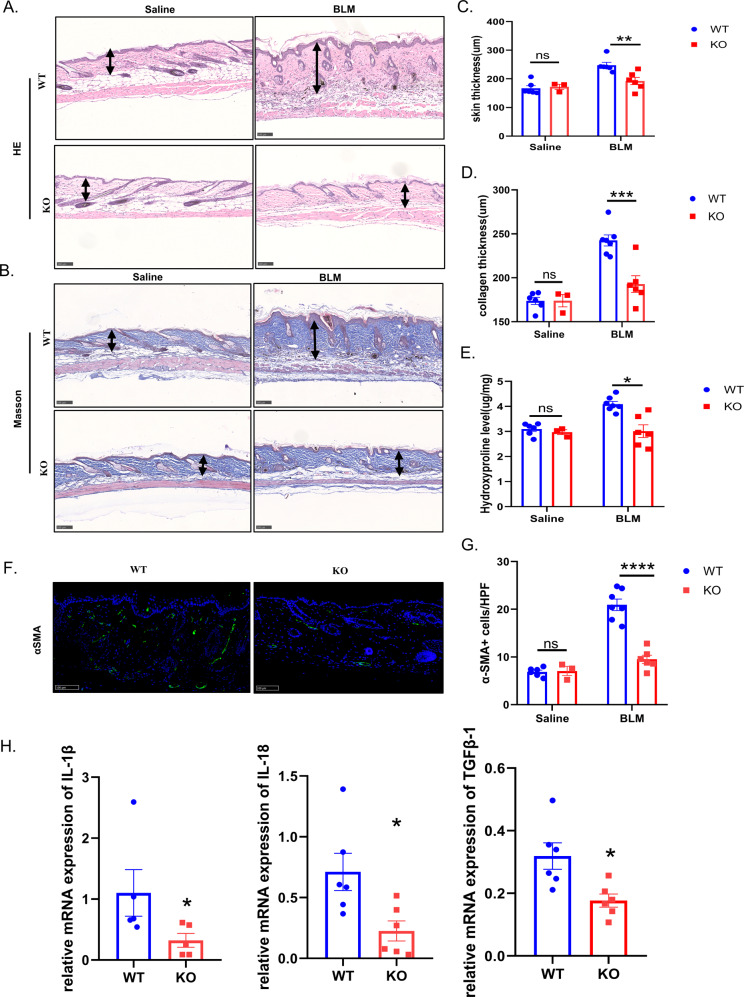
The ablation of GSDMD ameliorates BLM-induced skin fibrosis. GSDMD KO and WT mice received subcutaneous injections of saline or BLM every other day for 4 weeks, and lesional skin was collected and analyzed. **A**, **B** Representative images with HE and Masson staining of GSDMD WT and KO treated with Saline (*n* = 6, *n* = 3) or BLM (*n* = 7, *n* = 6). Black arrows represent the distance measurement. Scale bar: 100 μm. **C**–**E** Quantitation of dermal thickness, collagen thickness, and hydroxyproline content demonstrating decreased dermal thickness in GSDMD KO mice injected with BLM compared with WT mice, results are mean ± SEM, *P < 0.05, **p < 0.01, ***P < 0.001, ****P < 0.0001 (analyzed by *t*-test). **F**, **G** myofibroblasts staining by anti-α-SMA antibody in per high power field, results are mean ± SEM, ****P < 0.001 (analyzed by *t*-test). **H** RT-qPCR analysis in the skin lesions from WT and GSDMD KO mice treated with BLM for 4 weeks, results were normalized against GAPDH, the bar were mean ± SEM, *P < 0.05 (analyzed by *t*-test).

### Knockout of GSDMD attenuated immuno-response and reduced macrophages infiltration

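Skin RNA was sequenced as 2 libraries from WT mice and 2 libraries from GSDMD KO mice, all injected under the skin with 100 μl of bleomycin (BLM) at 2 U/ml and sampled at day 28. BLM is an antibiotic that breaks DNA, and its repeated injection makes the mouse dermis thicken with collagen. The mice were 6 to 8 weeks old in the paper's methods and 8 weeks old in the sample labels. Gsdmd, the deleted gene, lies on chromosome 15 of mm9 from 75692769 to 75697834 on the forward strand, with 1 annotated transcript of 1776 bp in 11 exons. Its FPKM (fragments scaled by transcript length and library depth) was 14.0 and 18.2 in the WT libraries and 3.53 and 2.26 in the KO libraries, a mean 5.56 times higher in WT. The values are given per gene and do not show from which exons the remaining fragments came. Acta1, the actin of skeletal muscle, had the highest FPKM in both WT libraries and in KO replicate 1, and Lgals7, a galectin of the epidermis, in KO replicate 2. KO replicate 2 stood apart from the other libraries, with a Pearson correlation across genes, which are not independent replicates, of 0.912 with KO replicate 1, 0.866 with WT replicate 1 and 0.813 with WT replicate 2. The other 3 pairs of libraries lay between 0.922 and 0.965.

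The authors aligned paired-end NovaSeq reads to mm9 with Hisat2 (v2.0.1), counted reads with featureCounts (v2.0.1) and compared the groups with DESeq2. The deposited values for 24441 genes are FPKM and not counts, since they are not whole and sum to 448544 to 462251 per library, and the tool that made them is not given in the sources used here. The steps between the low values of 3636 genes with a single transcript put the fragments behind them at about 17.1 × 10⁶ and 14.0 × 10⁶ for WT and 13.6 × 10⁶ and 12.6 × 10⁶ for KO. The paper states a mean of 26.5 × 10⁶ raw paired-end reads per sample, and the values here use the fragments. An FPKM of 1 or more was reached by 12759 and 12427 genes in the WT libraries and by 13050 and 12310 genes in the KO libraries. Differential expression was tested with limma on log2(FPKM + 1) over the 13027 genes with an FPKM of at least 1 in at least 2 libraries, so fold changes are on that scale and understate the change of low genes. At the paper's thresholds, an adjusted p under 0.05 and an absolute log2 fold change over 1, limma called 0 genes higher and 0 genes lower in KO. With the same fold threshold and an unadjusted p under 0.05, 802 genes were higher and 539 lower. The smallest adjusted p from limma was 0.190, at Ccl4. In a fit without KO replicate 1, in which the lone KO library is assumed to vary like the WT libraries, 859 genes were called higher and 1199 lower, and in a fit without KO replicate 2 the calls were 28 higher and 15 lower. In both KO libraries, 2668 genes (20.5%) were lower than in both WT libraries and 4595 genes (35.3%) were higher, where chance gives 16.7% each way. This rate holds for a single gene. Genes that move together follow the same ordering of the libraries. Counts over a list or over all genes are therefore not counts of independent trials. An exact two-sided permutation test of a single gene cannot give a p below 0.333 with 2 libraries against 2. The labels number the libraries of each group and no source used here says that they came from separate mice, so the p-values measure only the spread between libraries. The median log2 fold change of all genes tested was 0.11, and -0.01 after median-ratio scaling.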

To elucidate the mechanism for how the GSDMD influent the fibrosis process, we performed RNA sequencing (RNA-seq) and compared the mRNA expression profiles of total RNA extracted from GSDMD KO mice and WT mice after BLM administration for 28 days. 

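Of 30 tested genes of Fc, complement and pattern-recognition receptors of phagocytes, 28 were lower in both KO libraries than in both WT libraries. Chance separates a single gene so in 16.7% of cases. These genes move together, with an inter-gene correlation estimated at 0.766, so they are not independent. Fcer1g, the shared signaling chain of Fc receptors, had 222 ± 27.3 FPKM (SD, n = 2) in WT and 51.6 ± 57.7 (SD, n = 2) in KO. Tyrobp, the adaptor of Trem receptors, had 185 ± 28.5 and 45.1 ± 42.5. Among the markers of neutrophils, 10 of 13 were lower in both KO libraries and 1, Stfa3, was higher in both, with 295 ± 240 FPKM in WT and 884 ± 169 in KO. Genes of dendritic and Langerhans cells were lower in both KO libraries for 7 of 11, while Epcam, which Langerhans cells share with the hair follicle, had 18.0 ± 9.60 FPKM in WT and 85.0 ± 23.3 in KO, and Cd24a 95.3 ± 29.5 and 102 ± 6.12. Lysosomal genes were lower in both for 16 of 25, among them Psap at 608 ± 123 and 300.2 ± 119 FPKM, while Ctsd at 671 ± 165 and 519 ± 61.1 overlapped. Complement components were lower in both for 7 of 15, while Cfd, the complement factor D that fat cells secrete, overlapped at 2883 ± 1755 and 988 ± 1253 FPKM.

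These lists stand in for the GO terms and were written before the data were examined, but after the paper and its figures on these libraries were read. No member passed limma's adjusted p over all genes tested, and adjusted over the list alone 21 phagocyte receptor genes, 9 neutrophil genes and 1 dendritic cell gene were lower and 1 neutrophil and 1 dendritic cell gene were higher in KO, with 0 lysosomal and 0 complement genes. At an unadjusted p under 0.05, 24 phagocyte receptor, 9 neutrophil, 5 dendritic cell, 6 lysosomal and 2 complement genes were lower. The neutrophil and phagocyte receptor lists hold 5 and 2 genes that the paper named from these libraries, so their counts are not independent evidence. The camera test, which sets a list against all other genes, gave a lower level in KO for the phagocyte receptor (adjusted p = 7.2e-18), neutrophil (5.0e-08), lysosome (1.0e-07), complement (5.3e-06) and dendritic cell (0.00385) lists with a preset inter-gene correlation of 0.01. Each of these calls was lost, at adjusted p = 0.556 with an estimated correlation. Of all 32 lists tested, 23 passed with the preset value and 0 with an estimated correlation. The second form rests on the 2 residual degrees of freedom of the 4 libraries. It gave adjusted p = 0.556 also where the estimate lay near the preset value, such as 0.022 for IL-17 targets. Its loss of calls therefore does not measure correlation between genes. For phagocyte receptors the estimate was 0.766, far above the preset value, so neither form decides. The 2 KO libraries differed in size of effect, with list medians of -1.25 and -2.73 (log2, KO replicates 1 and 2 against the WT mean) for phagocyte receptors, -1.23 and -2.46 for neutrophils, and -0.56 and -3.41 for complement.

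**Figure D1:**
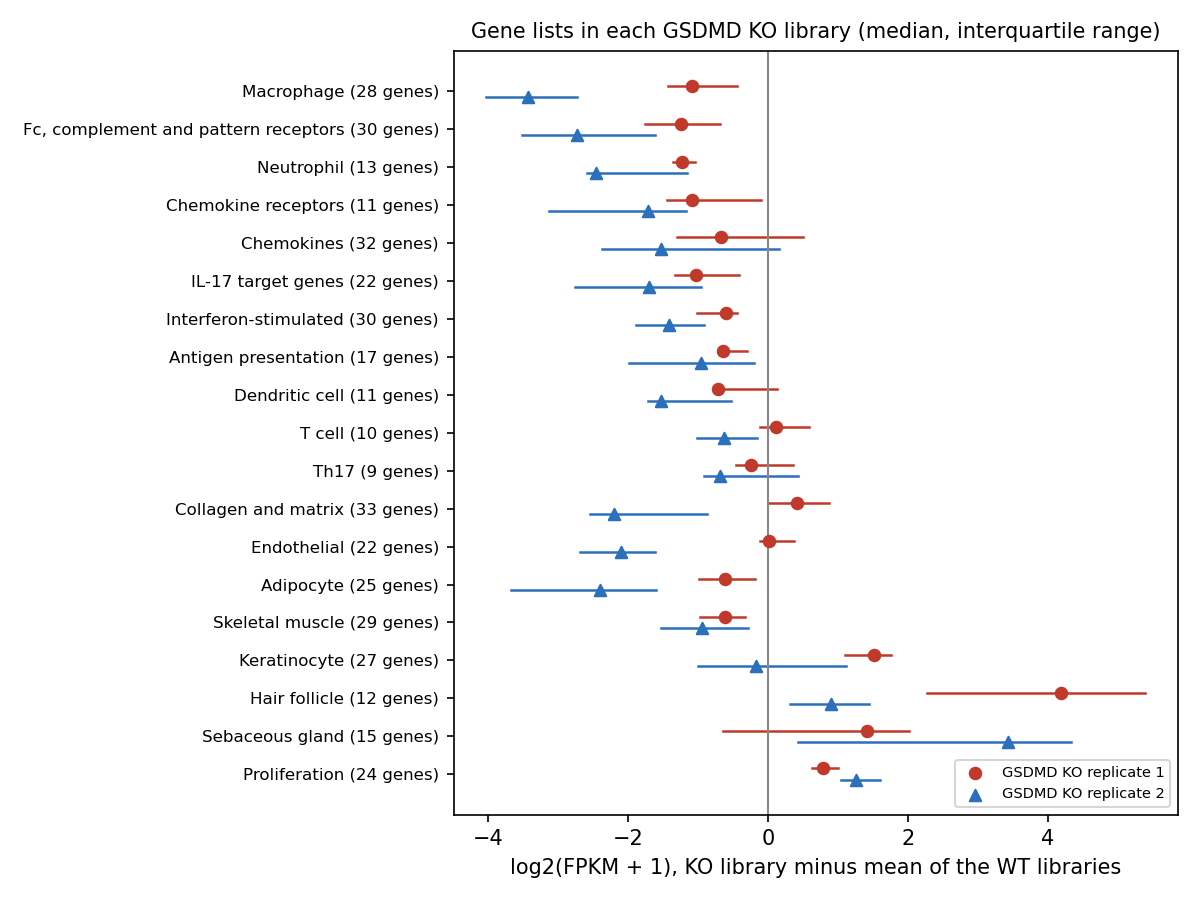
Gene lists in each GSDMD KO library. The x axis is the difference in log2(FPKM + 1) from the mean of the WT libraries, points are medians over the genes of a list and lines the interquartile range. The macrophage list lies at -1.09 in KO replicate 1 and -3.43 in KO replicate 2, and the collagen list at 0.41 and -2.20.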

Gene Ontology (GO) analysis revealed that most of the differentially expressed genes were associated with inflammatory response, macrophage migration and activation, as well as T cell activation (Fig. 4A). 

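The neutrophil-attracting chemokines Cxcl3 and Cxcl2, which lie on chromosome 5 of mm9 from 91215129 to 91217112 and from 91332897 to 91334935, had 35.1 ± 10.8 and 42.7 ± 5.49 FPKM (SD, n = 2) in WT and 1.01 ± 0.565 and 2.86 ± 1.09 (SD, n = 2) in KO. Their log2 fold changes were -4.16 (standard error 0.35) and -3.52 (standard error 0.30), both with an adjusted p of 0.190 from limma. Ccl3 and Ccl4, which attract monocytes and T cells, lie beside each other on chromosome 11 from 83461346 to 83462857 and from 83476086 to 83478185, and had 27.5 ± 5.32 and 36.5 ± 2.02 FPKM in WT and 2.55 ± 1.32 and 2.97 ± 0.443 in KO. Ccl2, the monocyte attractant, had 70.9 ± 16.5 FPKM in WT and 21.2 ± 0.721 in KO, with a log2 fold change of -1.68 (standard error 0.27, adjusted p = 0.248 from limma). Ccl17 had 21.4 and 4.97 FPKM in the WT libraries and 4.37 and 1.39 in the KO libraries, so the WT libraries differed from each other by more than WT replicate 2 did from KO replicate 1. The receptors Ccr1 and Ccr2 were lower in KO replicate 2 than in KO replicate 1. Ccr1 had 14.3 ± 0.611 FPKM in WT and 4.07 and 0.778 in the KO libraries, and Ccr2 22.4 ± 6.50 and then 9.77 and 0.708. Sequences of neighboring chemokine and receptor genes are alike, so fragments shared between them may be split in these values.

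Of 32 chemokine genes tested, 15 were lower in both KO libraries than in both WT libraries and 5 were higher. Of 11 receptor genes 8 were lower and 1 higher, where chance gives 16.7% each way for a single gene. Ccl27a, the chemokine of keratinocytes, had 115 ± 7.78 FPKM in WT and 201 and 643 in the KO libraries, and Ccl8 153 ± 34.1 and then 243 and 32.3. The decoy receptors Ackr3 and Ackr1 had 26.5 ± 2.03 and 21.0 ± 3.32 FPKM in WT and 18.6 ± 6.52 and 13.2 ± 16.7 in KO. From limma 0 of these genes passed over all genes tested, 18 were lower and 4 higher at an unadjusted p under 0.05, and adjusted over the list alone 9 chemokines and 6 receptors were lower and 1 of each higher. The lists hold 9 and 3 genes that the paper named from these libraries, so neither their direction nor their excess over chance is independent evidence. Leaving out KO replicate 1 gave 22 genes called lower, and leaving out KO replicate 2 gave 4, Cxcl3, Cxcl2, Ccl3 and Ccl4. Both lists were lower in KO by camera (adjusted p = 5.3e-06 and 1.4e-05), but not at adjusted p = 0.556 with an estimated correlation. The mixed test of fry, for change in either direction, gave an adjusted p of 0.00583 for chemokines and 0.203 for receptors. Its directional test gave an adjusted p of 0.333 for chemokines and 0.352 for receptors.

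**Figure D2:**
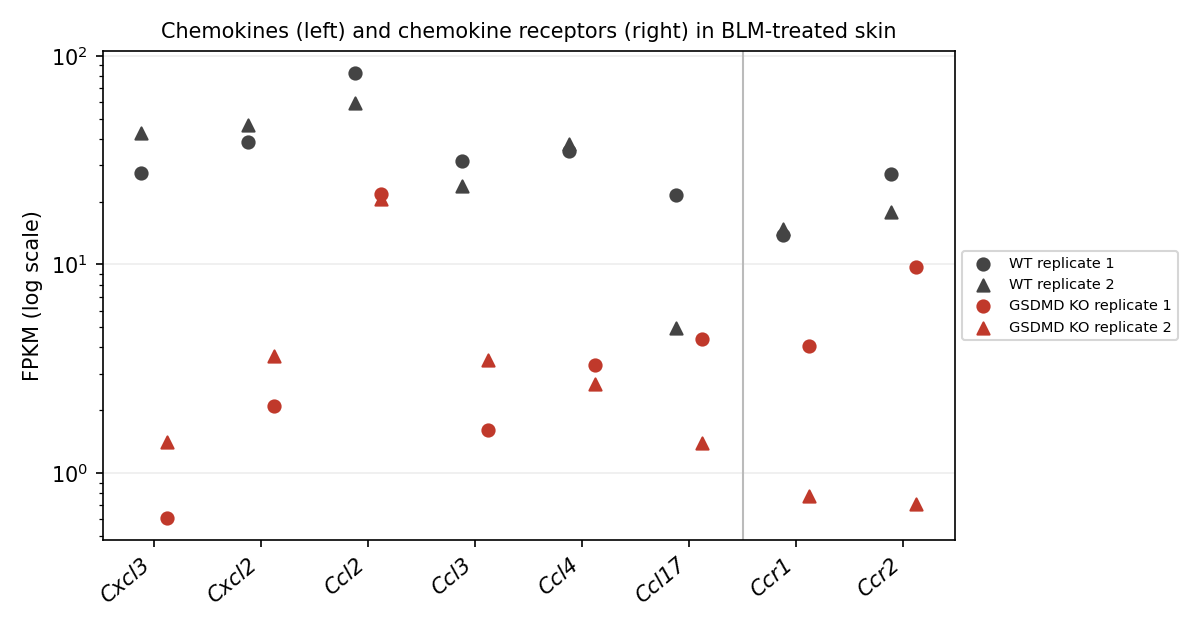
FPKM of 6 chemokines and 2 chemokine receptors in each library of BLM-treated skin, on a log axis. Each point is 1 library. Ccl4 lies at 35.1 and 37.9 in WT and at 3.28 and 2.66 in GSDMD KO.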

The heat map showed that many chemokines were significantly down-regulated in GSDMD KO mice compared with WT mice, including CXCL3, CXCL2, CCL2, CCL3, CCL4, CCL17, and chemokine receptors CCR1, CCR2, CCR5 (Fig. 4B, C). In addition, the expressions of monocyte or macrophage surface markers like CD14, CD68 and csf1r were down-regulated, suggesting a decrease in the number of macrophages in GSDMD KO mice (Fig. 4B). 

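Cd14, the co-receptor for lipopolysaccharide on monocytes, lies on chromosome 18 of mm9 from 36884728 to 36886390 and had 63.8 and 123 FPKM in the WT libraries and 8.26 and 4.38 in the KO libraries, a log2 fold change of -3.67 (standard error 0.44, adjusted p = 0.248 from limma). Cd68, a lysosomal protein of macrophages, had 110.3 ± 15.0 FPKM (SD, n = 2) in WT and 38.5 and 7.80 in the KO libraries. Csf1r, the receptor for the macrophage growth factor CSF1, had 40.6 ± 8.51 FPKM in WT and 16.3 and 1.90 in KO. Adgre1, which encodes F4/80, had 18.3 ± 2.86 FPKM in WT and 8.59 and 0.837 in KO. Lyz2 and C1qb, the listed markers with the highest FPKM, had 1148 ± 158 and 271 ± 55.3 in WT and 232 ± 254 and 63.7 ± 77.4 in KO. Of 28 macrophage markers tested, 22 were lower in both KO libraries than in both WT libraries and 0 were higher. A single gene has a chance of 16.7% each way. The markers move together, with an inter-gene correlation estimated at 0.892, so they are not independent.

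The median over these markers was -1.09 (log2, against the WT mean) in KO replicate 1 and -3.43 in KO replicate 2. In KO replicate 2 the median of 33 collagen and matrix genes was -2.20 and that of 22 endothelial genes -2.11, while in KO replicate 1 these lay at 0.41 and 0.02. The test called 0 markers over all genes tested. At an unadjusted p under 0.05, 17 were lower, and 9 when adjusted over the list alone. The paper names 5 of the 28, at least in part from these libraries, so that neither count is independent evidence. Without KO replicate 1 the number called lower was 24, and without KO replicate 2 it was 2, Cd14 and Itgam. The list was lower by camera (adjusted p = 1.6e-12), with adjusted p = 0.556 with an estimated correlation. From the lower expression of the surface markers in the KO libraries, the paper proposes that fewer macrophages were present in the skin of GSDMD KO mice, and it then counts F4/80-positive cells (Fig. 4E).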

Immunofluorescence showed that the number of macrophages in the skin lesions of GSDMD KO mice was significantly reduced (*P* < 0.01) (Fig. 4D, E). 

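Il1b, which encodes the cytokine that inflammasomes help to release, lies on chromosome 2 of mm9 from 129190306 to 129196875 and had 35.7 and 59.8 FPKM in the WT libraries and 2.49 and 4.65 in the KO libraries, with a log2 fold change of -3.41 (standard error 0.39, adjusted p = 0.248 from limma). Osm, a cytokine of the IL-6 family made by myeloid cells, lies on chromosome 11 from 4136423 to 4141029 and had 4.60 ± 0.382 FPKM (SD, n = 2) in WT and 0.249 ± 0.0457 (SD, n = 2) in KO, 18.5 times lower, with a log2 fold change of -2.16 (standard error 0.24, adjusted p = 0.248 from limma). Irf7, the transcription factor that drives type I interferon production, lies on chromosome 7 from 148448605 to 148452380 and had 80.4 and 132 FPKM in WT and 40.8 and 16.8 in KO. Of 30 interferon-stimulated genes and regulators tested, 27 were lower in both KO libraries than in both WT libraries and 0 were higher. A single gene has a chance of 16.7% each way. The listed genes move together, with an inter-gene correlation estimated at 0.499, so they are not independent. Bst2, the listed gene with the highest FPKM, had 238 ± 95.9 in WT and 77.5 ± 49.8 in KO. The median over the list was -0.60 (log2, against the WT mean) in KO replicate 1 and -1.42 in KO replicate 2. From limma 0 of these genes passed over all genes tested, 15 were lower at an unadjusted p under 0.05, and 10 were lower when adjusted over the list alone. The list was lower by camera (adjusted p = 8.4e-14), and not so at adjusted p = 0.556 with an estimated correlation.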

The results of RNA-seq also showed that the expressions of cytokines IL-1β and OSM and the key transcription factor IRF7 [16] in scleroderma were down-regulated in GSDMD KO mice (Fig. 4B, C).

**Fig. 4:**
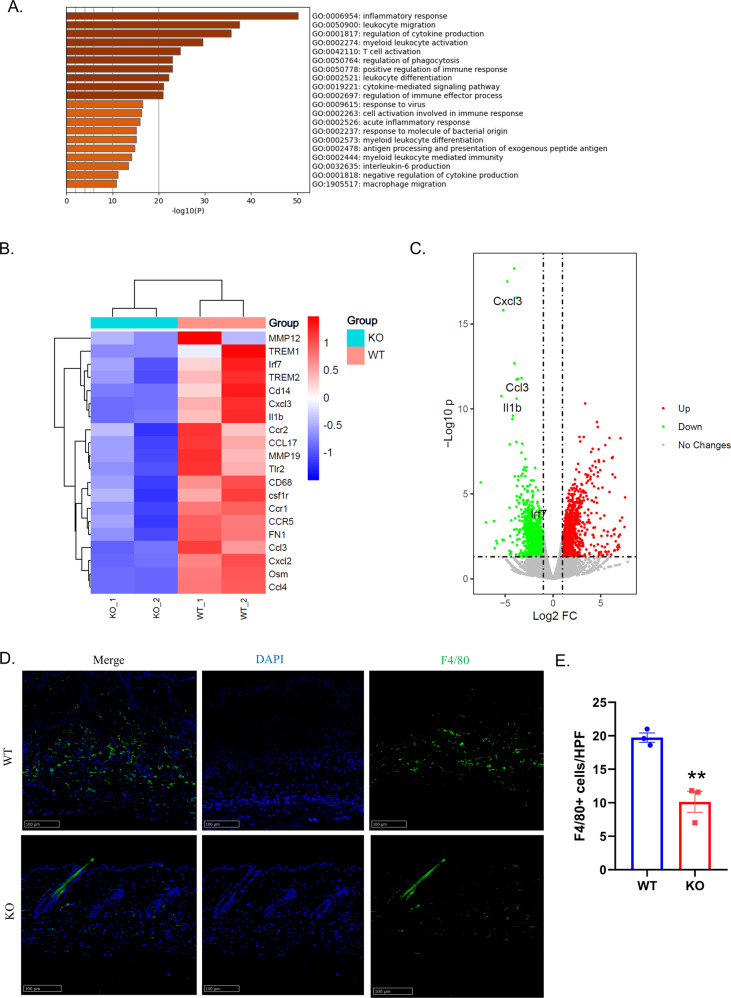
Knockout of GSDMD attenuated immuno-response and reduced macrophages infiltration. **A** GO analysis of RNA-seq data of skin biopsies of GSDMD KO and WT mouse skin after treated with BLM, *n* = 2. **B**, **C** RNA-seq data demonstrated CXCLs, CCLs, CCRs, MMPs, CD68, CD14, CSF1r, IL-1β, FN1, and IRF7 were down regulated. **D** Immunofluorescence analysis using anti-F4/80 for macrophages in BLM-treated mice skin, Scale bar: 100 μm. **E** Statistical analysis of the number of macrophages per high power field, results are mean ± SEM, (*n* = 3), **P < 0.01 (analyzed by *t*-test).

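Fn1, the gene of the matrix protein fibronectin, lies on chromosome 1 of mm9 from 71632094 to 71699774 and had 91.5 and 84.9 FPKM in the WT libraries and 20.6 and 1.09 in the KO libraries. Mmp12, the macrophage elastase, had 20.3 and 2.91 FPKM in WT and 2.70 and 0.299 in KO, and Mmp19 had 16.9 ± 4.73 FPKM (SD, n = 2) in WT and 3.45 ± 2.86 in KO. Of 19 metalloproteinase and inhibitor genes tested, 6 were lower in both KO libraries than in both WT libraries and 1 was higher. For a single gene chance gives 16.7% each way. Timp1, an inhibitor of metalloproteinases, had 115 ± 62.2 FPKM in WT and 43.2 and 4.30 in KO, while Mmp14 had 48.8 ± 8.04 in WT and 61.3 and 19.7 in KO. By limma 0 of the 19 passed over all genes tested or when adjusted over the list alone, with 3 lower and 1 higher at an unadjusted p under 0.05, and their median was 0.15 in KO replicate 1 and -1.52 in KO replicate 2 (log2, against the WT mean). The list was lower by camera (adjusted p = 0.00298), but not at adjusted p = 0.631 with an estimated correlation.

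The study chose the 20 genes of Fig. 4B on these libraries, so the chance rate of a single gene does not apply to them. All 20 were lower in both KO libraries than in both WT libraries. Their WT mean was 3.69 (Irf7) to 38.5 (Trem1) times their KO mean, with a median of 7.33. With 1 library left out, the lowest of these ratios lay between 1.73 and 6.31, the median between 4.15 and 19.8 and the highest between 27.2 and 80.8. Trem1, a receptor that amplifies inflammation on myeloid cells, had 3.18 and 11.1 FPKM in the WT libraries and 0.192 and 0.181 in the KO libraries, the latter worth about 7.88 and 6.89 fragments, and its ratio was 17.1 without WT replicate 2. Trem2, a lipid receptor of macrophages, had 62.9 ± 18.5 and 9.10 ± 10.1, and Tlr2, the receptor for bacterial lipoproteins, 14.2 ± 3.82 and 2.17 ± 1.94. Over all genes tested limma called 0 of the 20, and 18 passed at an unadjusted p under 0.05 and 18 when adjusted over the list alone, which is not independent evidence for genes chosen on these samples. Calls numbered 18 without KO replicate 1 and 6 without KO replicate 2.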

### Decreased Th17 response in GSDMD KO mice in BLM-induced scleroderma murine model

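Of 22 target genes of IL-17 signaling tested, 13 were lower in both KO libraries than in both WT libraries and 2 were higher. Chance gives 16.7% each way for a single gene. The paper named 13 of the 22 targets from these libraries, so an excess over this rate is not independent evidence. The median over the targets was -1.04 (log2, against the WT mean) in KO replicate 1 and -1.71 in KO replicate 2. Of 38 receptors, adaptors and kinases that carry the signal, 5 were lower in both and 15 higher in both, with medians of 0.04 and 0.24, where among all genes tested, too, more were higher than lower. Mapk3 and Jund, the carriers with the highest FPKM, had 73.2 ± 8.85 and 62.1 ± 16.0 (SD, n = 2) in WT and 79.3 ± 20.0 and 75.4 ± 28.1 in KO. Of 9 genes of Th17 and other IL-17-producing T cells, 5 were lower in both KO libraries and 2 higher. Tmem176b and Tmem176a, of this list, had 121 ± 42.1 and 64.1 ± 26.0 FPKM in WT and 73.5 ± 16.8 and 31.9 ± 11.6 in KO. Skin RNA does not show which cells these fragments came from, so their fall is not a measure of Th17 cells. Il17a itself was listed at 0 in both WT libraries and in KO replicate 1 and had 0.0782 FPKM in KO replicate 2. Il21, which Th17 cells also secrete, was at 0.0367 FPKM or less in each library.

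Over all genes tested limma called 0 genes of the 3 lists. At an unadjusted p under 0.05, 9 targets were lower and 1 higher, and adjusted over the list alone 7 targets, 0 carriers and 0 Th17 genes were lower. The target list holds 13 genes that the paper named from these libraries, so its direction is not independent evidence. Called targets numbered 12 without KO replicate 1 and 3 without KO replicate 2. By camera the target list was lower (adjusted p = 1.5e-08), with adjusted p = 0.556 with an estimated correlation. The directional test of fry gave an adjusted p of 0.278, and its mixed test, for change in either direction, an adjusted p of 0.0121. The carriers (adjusted p = 0.726) and the Th17 genes (adjusted p = 0.125) did not pass camera.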

We next performed Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis and identified multiple downregulated signaling pathways including IL-17 signaling pathway (Fig. 5A). Heat map showed the down-regulated genes related to IL-17 pathway (15 genes) in GSDMD KO mice (Fig. 5B). 

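Of the 15 genes of Fig. 5B, 14 were lower in both KO libraries than in both WT libraries. The study chose them on these libraries, so the chance rate of a single gene does not apply. Over the 14 genes tested the WT mean was 2.36 (Ccl7) to 34.8 (Cxcl3) times the KO mean, with a median of 4.28. Left-out libraries moved the lowest ratio to between 1.38 and 2.17, the median to between 3.26 and 8.02 and the highest to between 24.9 and 57.6. S100a8 and S100a9, the subunits of calprotectin, had 364 ± 108 and 317 ± 7.41 FPKM (SD, n = 2) in WT and 129 ± 30.9 and 96.9 ± 79.1 in KO. Tnf had 5.40 ± 0.0331 FPKM in WT and 1.36 ± 0.425 in KO, and Fos, a subunit of the transcription factor AP-1, 22.6 ± 8.63 and 9.31 ± 1.53. Mmp9, the gelatinase of neutrophils and macrophages, had 4.52 ± 3.05 FPKM in WT and 0.895 ± 0.469 in KO. The chemokines Cxcl5, Ccl7 and Ccl12 had 2.45 ± 0.991, 54.3 ± 28.0 and 18.4 ± 1.76 FPKM in WT and 0.485 ± 0.252, 23.0 ± 13.7 and 6.10 ± 6.45 in KO. Csf3, the granulocyte growth factor, had 0.994 and 2.38 FPKM in WT and 0.0599 in KO replicate 1, was listed at 0 in KO replicate 2, and lay under the filter of the test. Lcn2, an iron-binding protein of neutrophils and keratinocytes, was the exception, with 121 and 1058 FPKM in the WT libraries and 139 and 36.9 in the KO libraries.

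The study chose these genes on the same libraries, so their direction is not independent evidence. Over all genes tested limma called 0 of the 14 genes tested, and 10 were lower at an unadjusted p under 0.05 and 10 when adjusted over the list alone. Without KO replicate 1, 10 were called lower, and without KO replicate 2 the number was 3, Cxcl3, Cxcl2 and Il1b.

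**Figure D3:**
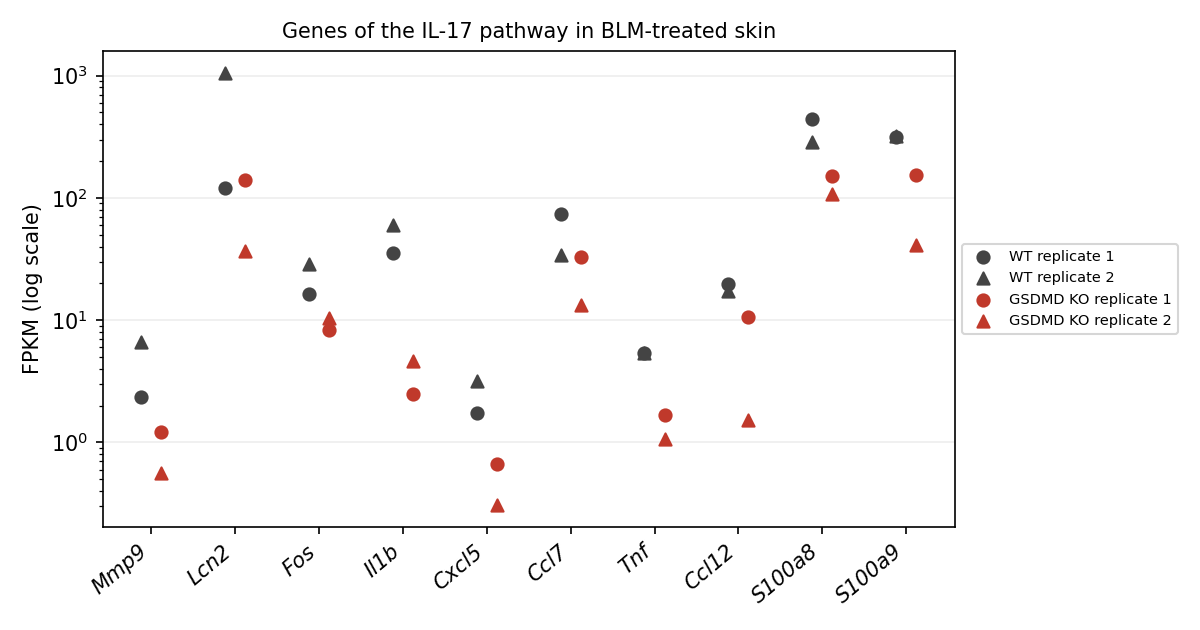
FPKM of 10 genes of the IL-17 pathway in each library of BLM-treated skin, on a log axis. Each point is 1 library. S100a9 lies at 312 and 322 in WT and at 153 and 41.0 in GSDMD KO, while the Lcn2 values of the 2 groups overlap.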

The detection of multiple cytokines in peripheral blood serum of mice indicated that the expression of IL-17A was significantly down-regulated in GSDMD KO mice (*P* < 0.05) (Fig. 5C). These suggest that GSDMD may promote the process of fibrosis by changing the immune response of Th17. We then further tested the cytokine secretion function of T cells in the skin draining lymph nodes and spleen of GSDMD KO and WT mice after subcutaneous BLM injections for 28 days. The results showed that the proportion of IL17A secreted by CD4^+^ T cells in GSDMD KO mice in the spleen and lymph nodes was significantly reduced compared with WT (*P* < 0.05) (Fig. 5D–F). We next extracted GSDMD KO and WT mouse BMDMs and used LPS and nigericin to induce pyroptosis. CD4^+^ T cells derived from the spleen of normal WT mice were then cultured with the supernatant of pyroptotic BMDMs and function of cytokine secretion of the T cells was tested. The results showed that the secretion of IL-17A from T cells that co-cultured with GSDMD KO BMDM treated with LPS and nigericin decreased (*P* < 0.05), but IFN-γ and IL-4 did not change significantly (Fig. 5G, H). This also proved our conjecture that GSDMD-mediated pyroptosis promotes the secretion of IL-17A by T cells, and further promote the occurrence of fibrosis.

**Fig. 5:**
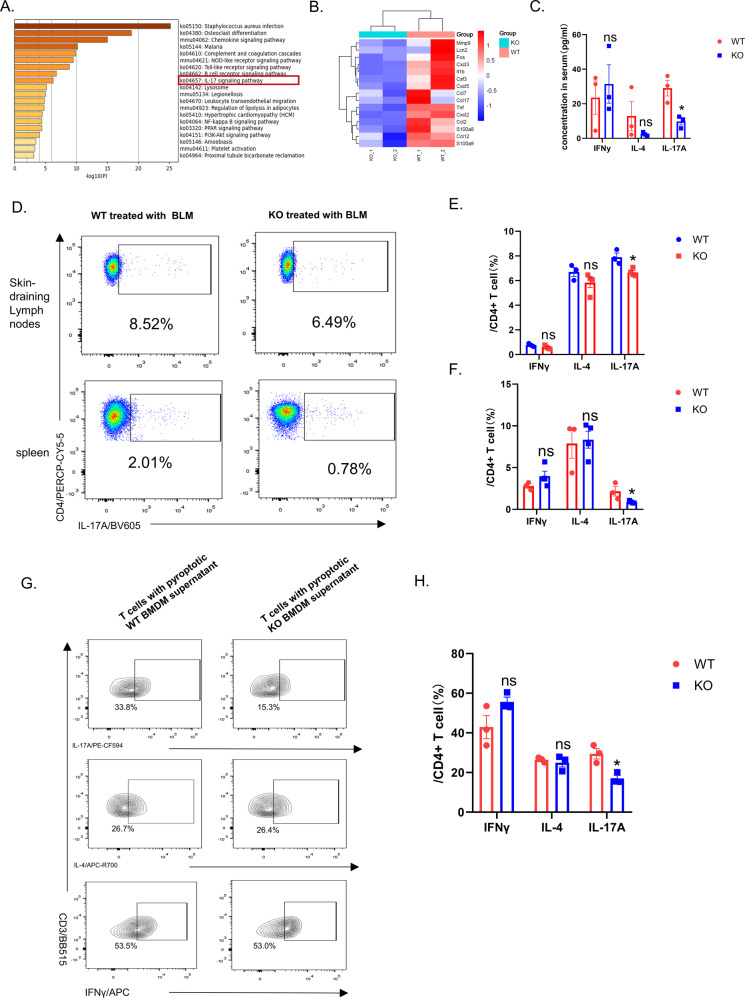
Decreased Th17 response in GSDMD KO mice in the BLM induced animal model. **A** KEGG pathway ananlysis of RNA-seq data of skin biopsies of GSDMD KO and WT mouse skin after BLM challenge, *n* = 2. **B** Heat map showing the genes with altered expression that were related to the IL-17 pathway. **C** The content of IFN-γ, IL-4 and IL-17A in peripheral blood serum of GSDMD KO mice and WT mice treated with BLM for 28 days, results are mean ± SEM, *n* = 3, *P < 0.05 (analyzed by *t*-test). **D**–**F** Percentage and statistical analysis of CD4^+^ T cells that secret IFN-γ, IL-4, IL-17A in spleen and lymph nodes in GSDMD KO (*n* = 4) and WT (*n* = 3) mice after BLM-treated for 28 days, results are mean ± SEM, *P < 0.05 (analyzed by *t*-test). **G** CD4^+^ T were used for cytokine stimulation and flow cytometry after co-cultured with the supernatant of pyroptotic BMDMs. **H** Statistical analysis of cytokine secretion of the T cells in the indicated group; results were mean ± SEM, (*n* = 3), *P < 0.05 (analyzed by *t*-test).

## Discussion

There have been some preliminary studies on GSDMD in BLM-induced pulmonary fibrosis and skin fibrosis. Ling Peng et al. [14] demonstrated that BLM could up-regulate the levels of cleaved GSDMD, IL-1β, and IL-18 in lung fibrosis murine model. Liang Q et al. [17] found that lycorine could inhibit NLRP3, repressed the pyroptosis induced by GSDMD and alleviated the pulmonary fibrosis in the BLM-induced idiopathic pulmonary fibrosis (IPF) murine model. However, the physiological role and mechanism of GSDMD in the pathogenesis of BLM-induced skin fibrosis in mice and whether pyroptosis occurs in scleroderma patients are still unclear. Our study carefully explored the important role of pyroptosis executor GSDMD in scleroderma patients and BLM-induced skin fibrosis in mice for the first time.

In this study, we first demonstrated that the levels of GSDMD were up-regulated and cleaved GSDMD was present in the skin of scleroderma patients. Interestingly, we observed that cleaved GSDMD-positive cells were mainly scattered near the perivascular area of scleroderma skin lesions, some of them were macrophages, which proved that GSDMD induced pyroptosis occurs in scleroderma patients. Next, we found that GSDMD is also up-regulated and activated in BLM-induced scleroderma mice model. What’s more, with BLM challenge, GSDMD KO mice have reduced skin fibrosis compared with WT mice.

To explore how GSDMD affects skin fibrosis induced by BLM, we performed RNA-seq of the mice skin of GSDMD KO and WT mice. The GO analysis of our RNA-seq revealed that the major down-regulated immune pathways in BLM-treated GSDMD KO mice were associated with macrophage migration, T cell activation, antigen processing and presentation, and cytokine signaling (Fig. 4A), which indicated that the activity of GSDMD was involved in the activation of innate and adaptive immunity in scleroderma. 

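Genes of antigen presentation were lower in both KO libraries than in both WT libraries for 12 of 17 tested and higher for 0. For a single gene chance gives 16.7% each way. The class II genes H2-Aa and H2-Ab1, named after their values were seen, had 234 and 211 FPKM and 228 and 294 FPKM in the WT libraries, and 137 and 41.8 and 147 and 47.1 in the KO libraries. The class I genes with the highest FPKM did not separate the groups, with B2m at 1169 ± 62.1 (SD, n = 2) in WT and 1324 ± 376 in KO, and H2-K1 at 942 ± 317 and 769 ± 39.6. Only 10 of 25 listed T cell markers were tested, of which 2 were lower in both KO libraries and 1 was higher. Thy1, which T cells share with fibroblasts, had 40.8 and 40.5 FPKM in WT and 72.1 and 21.3 in KO, and Tcf7, a transcription factor of naive T cells, 1.87 ± 0.732 in WT and 4.67 ± 1.53 in KO. Of 18 cytokine genes other than chemokines, 9 were lower in both and 5 higher. Spp1, which encodes osteopontin, had 82.2 ± 3.95 FPKM in WT and 39.9 and 5.32 in KO, and Mif had 304 ± 47.7 and 339 ± 9.19. Ifng was listed at 0 in 3 libraries and had 0.139 FPKM in KO replicate 1, and Il4 lay between 0 and 0.320 FPKM.

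The list medians in KO replicates 1 and 2 were -0.65 and -0.97 (log2, against the WT mean) for antigen presentation, 0.12 and -0.63 for T cells and -0.13 and -0.26 for cytokines. Over all genes tested limma called 0 of these genes, with 7, 1 and 4 lower and 0, 0 and 1 higher at an unadjusted p under 0.05 and with 0, 0 and 3 lower when adjusted over the list alone. By camera antigen presentation (adjusted p = 1.8e-05) and cytokines (adjusted p = 0.0176) were lower, both with adjusted p = 0.556 with an estimated correlation, and T cell markers were not (adjusted p = 0.231). The cytokine list shares 6 genes with those the paper names. Among them Il1b, Osm and Tnf were named from these libraries, so the counts are not independent evidence. The paper names Il18, Tgfb1 and Tgfb2 from other data or other studies. The lists of Th1 and Th2 genes and of B cells had fewer than 5 members above the filter and were not tested.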

The heatmap summarized that the loss of GSDMD impaired the expression level of chemokines and its receptors including CXCL3, CXCL2, CCL2, CCL3, CCL4, CCL17 and CCR1, CCR2, CCR5, which can control the migratory patterns of immune cells such as the recruitment of leukocytes to infected or damaged tissue [18], regulate immune activation of T cells [19], and play an important role in autoimmune diseases [20]. CCL2 and CCL3 have previously been found to be elevated in SSc [21]. CCL2 and CCL3 take participant in T cell activation and CCL2 promotes T cell differentiation into Th17 during inflammation [19, 22]. It is also suggested that CXCL3, CCL4, CCL17, CCR1, CCR2, CCR5 play great important roles in SSc through regulating immune response [23–27]. The results of RNA-seq also showed that the cell surface markers of monocytes and macrophages, like CD68, CD14 and Csf1r were down regulated in GSDMD KO mice. The further immunofluorescence results confirmed the decrease of macrophages in the skin of GSDMD KO mice. Monocytes and macrophages are important regulatory cells of the innate immunity, and are also an important participant in autoimmune diseases [28]. Moreover, macrophages can participate in tissue fibrosis by secreting a variety of cytokines, including TNF-α and IL-1β and undertaking macrophage-to-myofibroblast Transition [29, 30]. Therefore, the reduction of macrophages in GSDMD KO mice may contribute to the repression of inflammatory response and tissue fibrosis. 

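Genes of the matrix differed between the 2 KO libraries. Col1a1 and Col3a1, which encode the main fibrillar collagens of the dermis and were named after their values were seen, had 33.2 and 36.2 FPKM and 72.4 and 60.9 FPKM in the WT libraries, 59.8 and 114.2 in KO replicate 1, and 2.34 and 6.45 in KO replicate 2. Sparc, a collagen-binding matrix protein, had 268 ± 63.2 FPKM (SD, n = 2) in WT and 276 and 45.6 in KO, while Postn, which encodes periostin, had 44.7 ± 19.6 in WT and 106 and 175 in KO. Of 33 collagen and matrix genes tested, 1, Fn1, was lower in both KO libraries than in both WT libraries and 2 were higher. For a single gene chance gives 16.7% each way. Among 16 myofibroblast genes and TGF-β targets, 4 were lower in both and 1 was higher. Acta2, which encodes α-SMA, had 62.8 and 48.0 FPKM in WT and 38.3 and 11.1 in KO, with a log2 fold change of -1.36 (standard error 0.59, adjusted p = 0.314 from limma). Tpm2 and Tgfbi, the listed genes with the highest FPKM, had 909.9 ± 160 and 97.4 ± 19.3 in WT and 708 ± 143 and 84.4 ± 0.560 in KO. Tgfb2 had 3.76 ± 1.70 FPKM in WT and 3.61 ± 0.0995 in KO.

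The collagen list had a median of 0.41 (log2, against the WT mean) in KO replicate 1 and -2.20 in KO replicate 2, and the myofibroblast list 0.14 and -0.59. From limma 0 members passed over all genes tested and 0 when adjusted over the list alone, with 1 collagen or matrix gene and 2 myofibroblast genes lower and 1 and 0 higher at an unadjusted p under 0.05. By camera the collagen list was lower (adjusted p = 0.00303), with adjusted p = 0.668 with an estimated correlation, and the myofibroblast list was not (adjusted p = 0.0773).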

In general, GSDMD KO reduces the expression of chemokines and their receptors, inhibits the infiltration of macrophages, suppresses the immune inflammatory response of the tissue, and attenuates fibrosis.

GSDMD is required for IL-1β secretion in BLM-induced skin fibrosis and pharmacological inhibition of the GSDMD attenuated fibrosis. The release of IL-1β is important for GSDMD-related pytoptosis to participate in innate immunity. What’s more, IL-1β plays an important role in the pathogenesis of SSc [31], and it can synergize with TGF-β2 and drive endothelial to mesenchymal transition(EMT) [32]. 

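Among the genes of inflammasomes and pyroptosis, Nlrp3, the sensor that activates caspase-1, had 2.60 ± 0.380 FPKM (SD, n = 2) in WT and 0.361 ± 0.162 in KO, with a log2 fold change of -1.40 (standard error 0.25, adjusted p = 0.248 from limma). Casp1 and the adaptor Pycard were higher in both KO libraries, at 8.59 ± 3.57 and 31.3 ± 1.02 FPKM in WT and 14.8 ± 3.81 and 53.1 ± 7.24 in KO, and Casp4 had 11.2 ± 0.261 and 9.52 ± 2.48. Ninj1, which ruptures the membrane late in pyroptosis, had 59.9 ± 13.3 FPKM in WT and 35.0 ± 6.85 in KO. Of 19 genes tested, 6 were lower in both KO libraries than in both WT libraries and 10 were higher. For a single gene chance gives 16.7% each way, and among all genes tested, too, more were higher than lower. Of the other gasdermins, Gsdmc and Gsdma, genes of the epidermis, were named after their values were seen. They had 17.6 and 5.45 FPKM and 18.4 and 9.61 FPKM in WT, and 34.8 and 37.4 and 40.6 and 21.8 in KO. Gsdme, also of this list, went the other way and was lower in both KO libraries than in both WT libraries. No gene passed limma over all genes tested, while 3 were lower and 1 higher when adjusted over the list alone, and 3 lower and 4 higher at an unadjusted p under 0.05, in a list that shares 6 genes with those the paper names. The list did not pass camera (adjusted p = 0.940).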

From our results of RNA-seq and RT-qPCR, Western Blot and ELISA, we can make reasonable assumptions that BLM activates GSDMD and promotes the upregulation and secretion of IL-1β, while genetic ablation of GSDMD reduces the expression of IL-1β in BLM-induced scleroderma mice. Disulfiram is a FDA-approved drug that used clinically to treat alcohol addiction. It has been reported that disulfiram can specifically inhibit the cell membrane poring activity of GSDMD, thereby inhibiting pyroptosis and IL-1β release [15]. In this study, we also found that disulfiram can inhibit BLM-induced fibrosis. Although disulfiram is an unspecific inhibitor with a wide range of target molecules, it may still be a potential treatment for skin fibrosis.

It has also been reported that level of IL-17 in SSc patients was significantly increased [33], and IL-17A could mediate the inflammatory response of endothelial cells in SSc by regulating the ERK pathway, and promote the progression of fibrosis [34]. In addition, IL-17+IFNγ + Th17 cells were significantly increased in SSc patients, and could promote the progression of fibrosis by secreting IL-21 [35]. In BLM-induced skin and lung fibrosis models, IL-17A and Th17 cells could promote the proliferation and cytokines secretion of fibroblasts, thereby promoting the process of fibrosis [36]. KEGG pathway analysis of our RNA-seq results found that some of the differentially expressed genes were enriched in the IL-17 pathway. We cultured CD4+ T cells with the supernatant of pyroptotic BMDMs in vitro, and the resulting T cells had a stronger ability to secrete IL-17A, indicating that GSDMD-related pyroptosis in macrophages could promote T cells differentiate into Th17, which may contribute to skin fibrosis in scleroderma.

This study is the first to study the role of GSDMD in the pathogenesis of skin fibrosis in scleroderma. However, the findings of the present study have to be seen in light of some limitations: (1) This study focused more on the analysis of the RNA levels of GSDMD-related molecules, and the protein levels of IL-1β, IL-18, and some other molecules in the skin lesions of GSDMD KO and WT mice are still needed. (2) Pivotal experiments are still lacking to demonstrate the important role of IL-1β and IL-17 in skin fibrosis. Neutralization of IL-1β and adoptive transfer of Th17 cells in GSDMD KO mice are needed. What’s more, low concentrations and short time points of nigericin treatment group are required to make the experiment more rigorous. (3) The mechanism by which disulfiram affects skin fibrosis is not clear, and still needs further detailed research.

In conclusion, our study provides insights into physiological role of GSDMD as a key mediator in the pathogenesis of scleroderma and suggests GSDMD and its related molecules as potential therapeutic targets.

## Materials and methods

### Patients

We searched for patients diagnosed with scleroderma, whose clinical records were retrievable, from a computerized pathology database at the Dermatology Hospital of Southern Medical University between 2018 and 2020. We selected 19 cases, 6 SSc, 10 plaque-type LoS, and 3 linear-type LoS (Supplementary Table S1). Paraffin-embedded tissue blocks of these patients were retained for study. The paraffin blocks of Healthy controls (HC) were borrowed from the sample library of Dermatology Hospital of Southern Medical University. The demographics and characteristics of HC were demonstrated in Supplementary Table S2.

### Mice

GSDMD KO mice were purchased from cyagen company (Guangzhou, China). C57BL/6 fertilized egg cells were co-injected with Cas9 mRNA and gRNA in vitro to create GSDMD KO mice. The mice were housed in specific pathogen-free facility with 12 h light/dark cycle. The animal experiments were conducted according to the protocol approved by the Institutional Animal Care and Use Committee of Southern Medical University (Guangzhou, China).

### Murine model of scleroderma

Age- and gender-matched WT C57BL/6 and GSDMD KO mice were used for the experiment. Skin fibrosis of scleroderma was established in 6 to 8-week-old female C57/6 J mice using BLM subcutaneous injection. Mice were anesthetized and 100 microliters of 2 U/ml BLM was subcutaneously injected to a fixed position on the mouse back every other day, for a total of 28 days. Subcutaneously injection of saline in mice was used as controls. Mice of the same genotype were randomly assigned to saline group or BLM group.

### Histologic analysis of skin sections

Skin samples were fixed with 4% paraformaldehyde for 24 h before they were embedded in paraffin. Paraffin sections (3 μm) were stained with hematoxylin-eosin (HE) and Masson’s Trichrome for morphology and fibrosis assessment. The images of HE and Masson staining were scanned and analyzed by NanoZoomer S60(Hamamatsu, Japan).

### Immunohistochemical and immunofluorescence staining

Paraffin sections were dewaxed and rehydrated according to standard protocol, and antigen retrieval was conducted by microwave in 1X antigen retrieval solution (Gene Tech) followed by antigen blocking. Human sections were then incubated with rabbit anti-human cleaved GSDMD (Asp275) monoclonal antibody (1:100; cell signaling technology, #36425), mouse anti-human CD68 monoclonal antibody (1:200; abcam, #ab955) at 4 °C overnight. Mouse sections were incubated with mouse anti-mouse α-SMA (1:30000; abcam, #ab7817) or rabbit anti-mouse F4/80(1:2000; proteintech, #28463-1-AP) at 4 °C overnight. Goat anti-mouse IgG-Alexa Fluor® 488 (1:700, abcam, #ab150113) and donkey anti-rabbit-Alexa Fluor® 555(1:700, abcam, ab150074) were used as secondary antibodies. Cell nucleus was labeled with DAPI (abcam, #ab104139). The specimens were then ready for visualization and images were acquired using a confocal microscope (Nikon A1+, Tokyo, Japan). For immunohistochemical staining, HRP-linked anti mouse or rabbit IgG antibody were used as secondary antibody, and 3,3N-Diaminobenzidine Tertrahydrochloride (DAB) was used for color developing. The images of immunohistochemical staining were scanned from NanoZoomer S60(Hamamatsu, Japan).

### Hydroxyproline analysis

Total collagen content of skin tissue samples was quantified using a hydroxyproline assay kit (#A030-2-1, Nanjing Jiancheng Bioengineering Institute, China) according to the manufacturer’s instructions. Briefly, Alkaline hydrolysate was added to skin tissue, followed by hydrolysis at 95 °C for 20 min. Then we adjusted the pH value of the samples to 6.0–6.8, and used activated carbon to remove impurities in the samples. The samples were then incubated with chloramine-T solution for 10 min at room temperature. Each sample was treated with perchloric acid solution for 5 min and then Dimethylaminobenzaldehyde (DMAB) was added to the reaction system 15 min at 60 °C for color development. Samples were read in a 96-well plate at 550 nm by a multiple microplate reader (Varioskan LUX, Thermo Scientific, USA).

### Western blot analysis

In order to detect the cleaved GSDMD and Caspase-1 in BLM-treated mouse skin tissues, the whole skin tissue was harvested and lysed with RIPA lysis buffer containing protease inhibitor and phosphatase inhibitor and 5xSDS was added to the lysate. The lysates were then put at 95 °C for 10 min, separated on 10% SDS-PAGE and transferred to polyvinylidene fluoride membranes. The membranes were blocked for 1 h in 5% milk at room temperature and incubated overnight at 4 °C with the rabbit anti-mouse GSDMD (1:1000; abcam, #ab219800), rabbit anti-mouse Caspase-1(1:1000, cell signaling technology, #24232), rabbit anti-mouse cleaved Caspase-1(1:1000, cell signaling technology, #89332), rabbit anti-mouse IL-1β (1:1000, cell signaling technology, #31202). After washing, the membranes were incubated for 1 h with horseradish peroxidase labeled secondary-antibodies at room temperature. The blots were visualized with ECL.

### Cell culture

First, to obtain mouse CD4+ T cell, we prepared single cell suspension using the spleen of WT mice, and then used naïve CD4+ T cell isolation kit (miltenyi biotec, #130-104-453) to sort out CD4+ T cells. RPMI1640 supplemented with 10% FBS, 2 ug/ml anti-CD28 antibody, 100 U/ml penicillin, and 100 mg/ml streptomycin (Invitrogen, #15140-122) was used to culture the sorted cell for 3–4 days in CD3 coated 96-well plate. To obtain mouse bone marrow derived macrophages (BMDMs), bone marrow cells derived from femurs, tibias and humerus were harvested and cultured with RPMI-1640 supplemented with 10%FBS, 50 ng/ml M-CSF (Peprotech, Rocky Hill, NJ), 100 mg/ml streptomycin, and 100 U/ml penicillin for 6 days. BMDMs were treated with 100 ng/ml LPS for 4 h, then remove supernatant and added culture medium with10 μM nigericin for 2 h to induce pyroptosis. CD4 + T cells were cultured with the supernatant of the pyroptotic BMDMs for 48 h, and then were harvested for flow cytometry.

### Flow cytometry

Total single cells were isolated from spleen and lymph nodes and were stimulated with leukocyte activation cocktail (1:500 in RPMI-1640 containing 10% FBS, BD bioscience, #550583) at 37 °C in a humidified incubator with 5% CO2. After 4 h of stimulation, cells were washed and incubated with TruStain FcX™ (anti-mouse CD16/32) antibody for Fc receptors blocking (BioLegend, #101320) and then exposed at 4 °C to a mixture of the following antibodies: Fixable viability stain 780 (1:1000, BD bioscience, #565388), anti-mouse CD4 (1:40, BD bioscience, #566407), anti-mouse CD3 (1:100, Biolegend, Clone 145-2C11). For cytokine secretion staining, after cell surface marker and viability staining, the cells were fixed and permeabilized. And then, the cells were incubated with anti-mouse IL17A (1:40, BD bioscience, #564169), anti-mouse IL-4 (1:40, BD bioscience, #564006), anti-mouse IFNγ(1:40, BD bioscience, #554413). Cells were analyzed with BD FACS Celesta (BD Bioscience). Flow cytometry analysis was performed using FlowJo software (TreeStar, Ashland, OR). The gating strategy is shown in Supplementary Fig. S3.

### ELISA

Twenty-eight days after BLM administration, the mouse skin samples were taken, grinded and resuspended in PBS, and then centrifuged to prepare tissue supernatant. Protein concentration in tissue supernatant was quantified by BCA protein assay. IL-1β level was quantified using the mouse IL-1 beta Uncoated ELISA Kit (Invitrogen, #88-7013) according to the manufacturer’s protocol. The final IL-1β level was adjusted to protein concentration in tissue supernatant.

### Real time-quantitative PCR

Total RNA was isolated from mouse lesional skin using RNAiso reagent (TAKARA), and then reverse transcribed into cDNA using the PrimeScript RT reagent kit with gDNA eraser (Takara Biomedical, #RR047A). Quantitative PCR was performed on a LightCycler 384 real-time PCR system (Biorad, CFX384Touch). Primers for target genes are shown in Supplementary Table S3. The TB Green premix Ex Taq II was used according to the recommended guidelines (TaKaRa, #RR820, Tokyo). The melting curves and values were assessed with the Bio-RAD software. Target gene expression levels were quantified by 2-ΔΔCT method using human GAPDH as the internal standard. Each sample was analyzed with three technical replicates.

### RNA-seq analysis

Total RNA was extracted from samples of GSDMD KO and WT mouse skin after treated with BLM, using TRIzol (15596; Invitrogen, USA). For transcriptomic analysis, the RNA quality of each sample was assured by 2200 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) and NanoDrop (Thermo Fisher Scientific Inc.) before moving on to cDNA synthesis and library construction (Novaseq instrument according to manufacturer’s instructions (Illumina, San Diego, CA, USA)). A total of 106.3 million raw paired-end reads was obtained, averaging 26.5 million per sample. Reads were aligned to the reference genome mm9 with Hisat2 (v2.0.1). SAM files were generated from alignment results using SAM tools. Read counts were obtained with Featurecount (v2.0.1) with the union option. Differential expression was performed with the R/Bioconducter package DESeq2 by applying an adjusted *P* < 0.05 and an absolute log2 ratio larger than 1. Raw data and analyzed data are also available at National Center for Biotechnology Information (NCBI Gene Expression Omnibus GSE196637).

### Expression data analysis

Regarding RNA-seq data from C57BL/6 mice with/without BLM treatment, the expression file with count values was downloaded from GSE132869. Then raw counts of all samples were FPKM normalized. The scatter plot of genes expression analysis was generated by using GraphPad Prism v8 with the log2 FPKM. For single-cell RNA-sequence(scRNA-seq) data analysis, we downloaded the scRNA-seq data from GSE160536, which included six morphea patients. This data was analyzed using the Scanpy package with the reference genome GRCh38. Then, unified popular approximation and projection algorithm was used to reduce the dimension of the data, and then the Louvain algorithm were used to perform cluster analysis on the data. The gene expression was calculated according to the absolute value of the logarithm of gene expression ratio, so as to achieve the purpose of analyzing the expression of the target gene.

### Statistical analysis

According to the distribution of residuals, the experimental groups are compared by *t* test or Mann–Whitney *U* test. For the validity of the experimental statistics, each experimental group had no less than three samples. Data are presented as mean ± SE of the mean (SEM) when *t* test was used. When Mann–Whitney *U* test was used, the results are presented as dot plot with the median and interquartile range(IQR). Difference were considered to be statistically significant when two-tailed *p* values ≤ 0.05. Statistical analysis was and mapping were performed by Prism v8.0 software (GraphPad, CA, USA).

## Supplementary information

original wetern blot

supplementary materials

## Data Availability

The datasets generated and analyzed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: Pyroptosis executor gasdermin D plays a key role in scleroderma and bleomycin-induced skin fibrosis
**Source:** Cell Death Discov. 2022 Apr 8;8:183. doi: 10.1038/s41420-022-00970-1

Original western blot

GAPDH

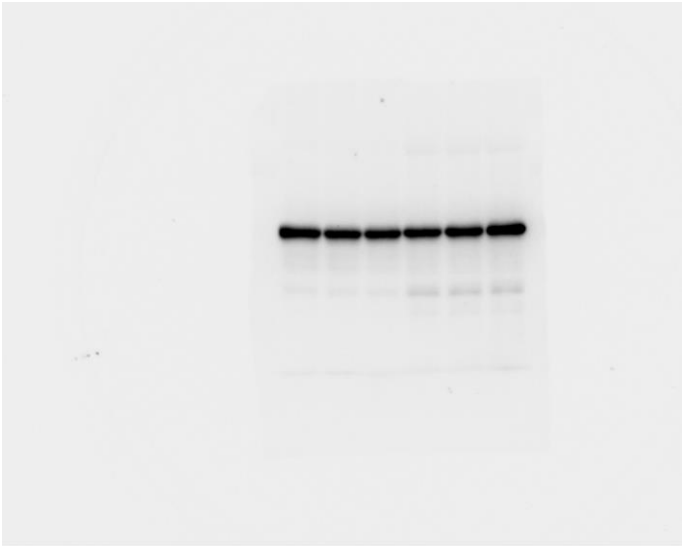

Gasdermin D

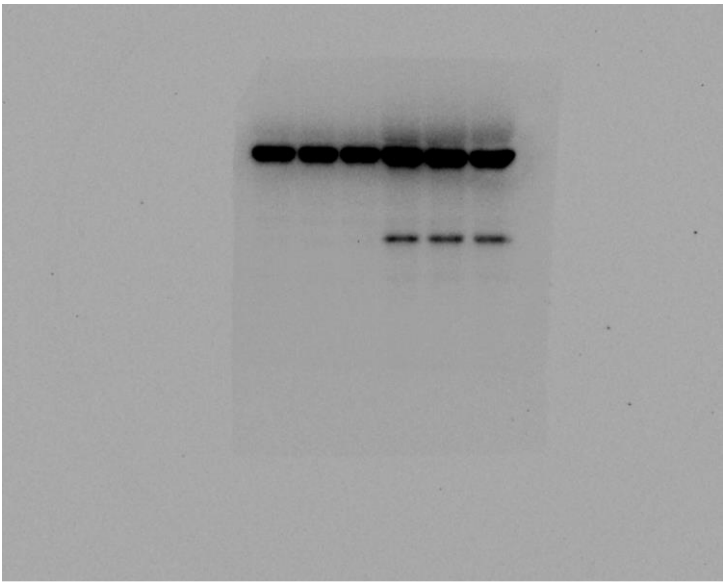

Caspase-1

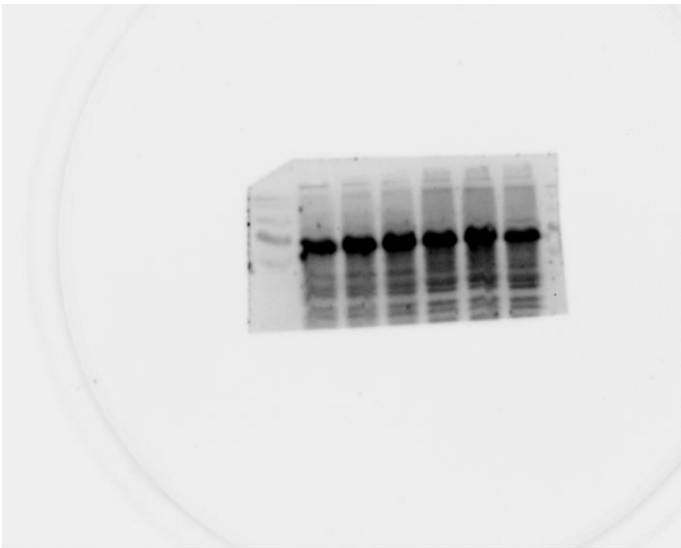

Caspase-1 merged with marker

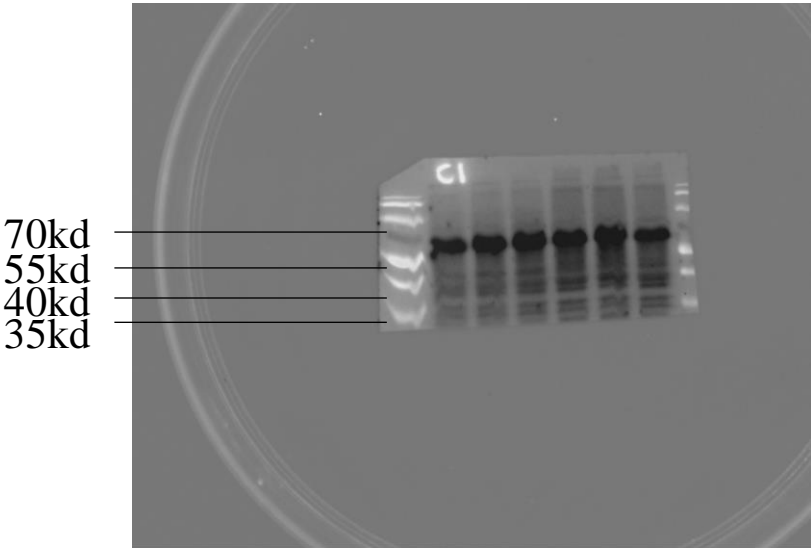

Cleaved Caspase-1

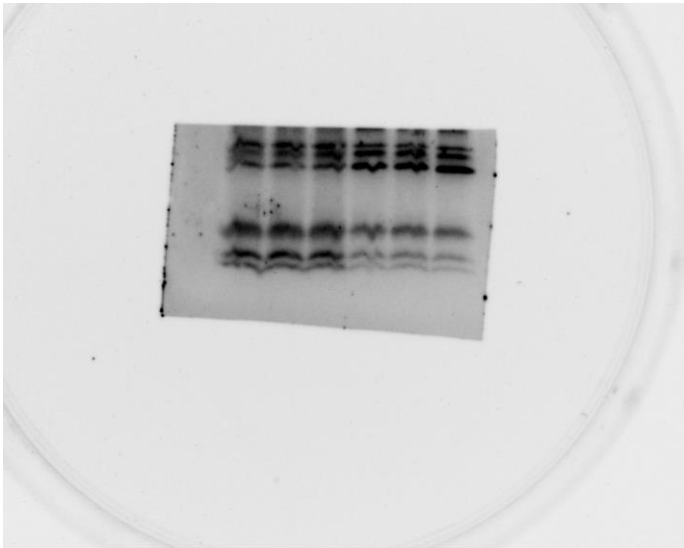

Cleaved Caspase-1 merged with marker

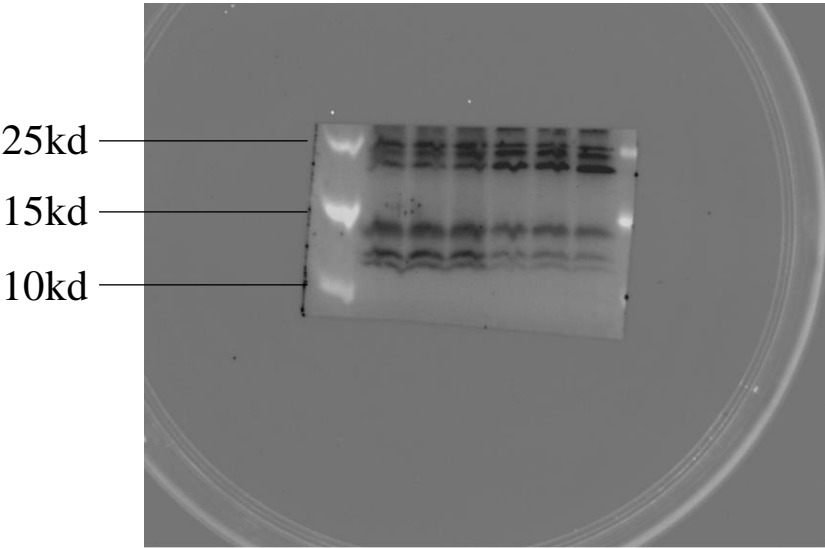

IL-1b

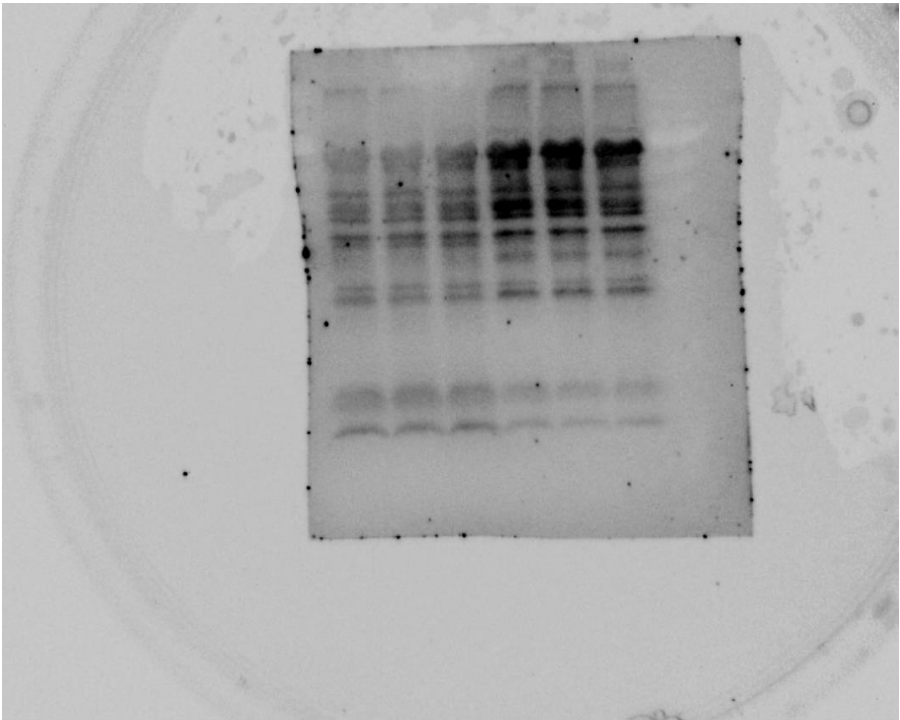

IL-1b merged with marker

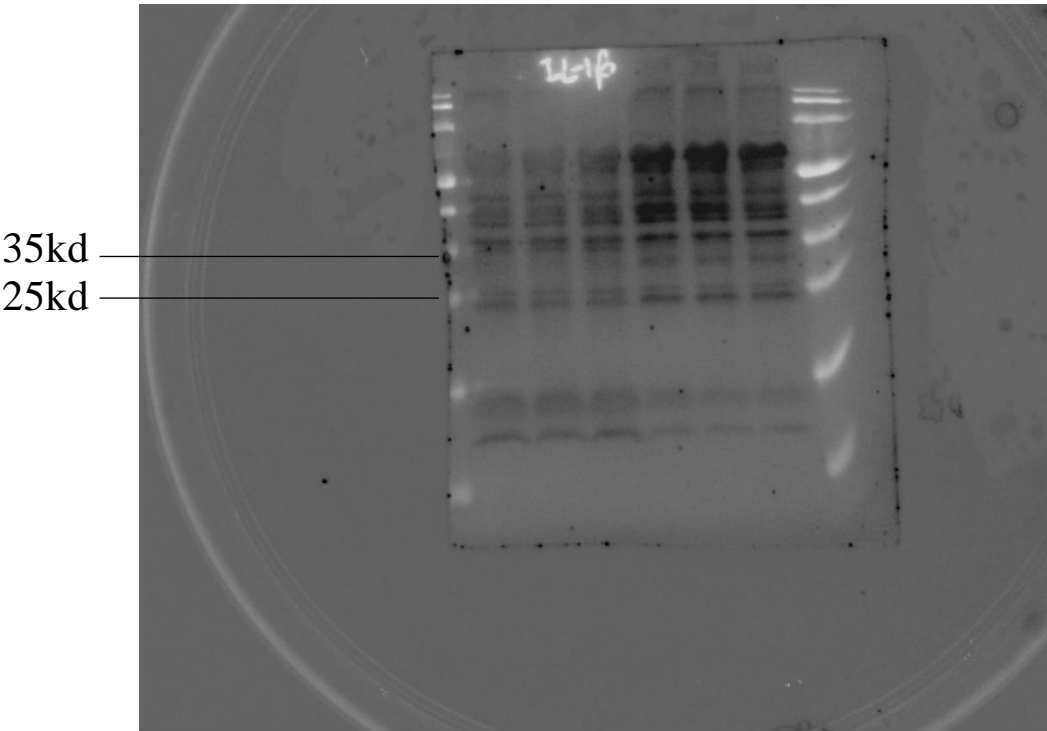

**Supplement:** Supplementary file 1 — original wetern blot

# Supplementary material for: Pyroptosis executor gasdermin D plays a key role in scleroderma and bleomycin-induced skin fibrosis
**Source:** Cell Death Discov. 2022 Apr 8;8:183. doi: 10.1038/s41420-022-00970-1
**Supplement:** Supplementary file 2 — supplementary materials

**Figure S1. Single cell RNA-seq analysis of Caspase-1, Caspase-4 and NLRP3 in localized scleroderma patients.**

**A.**

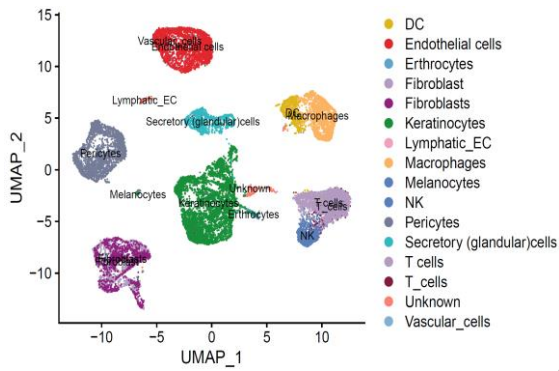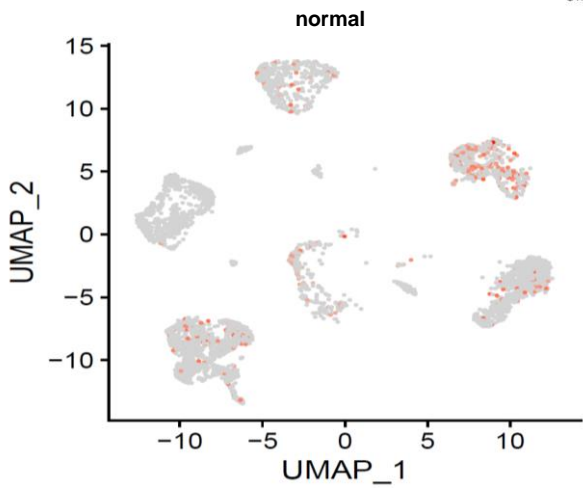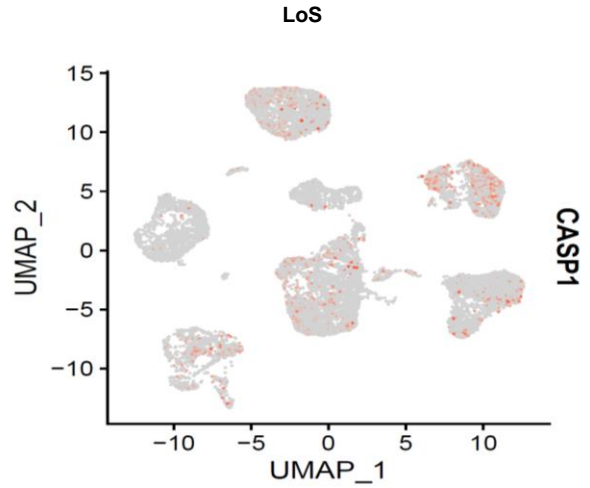

**CASP1**

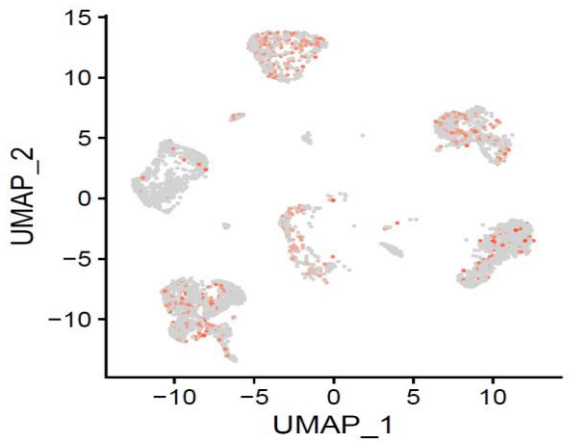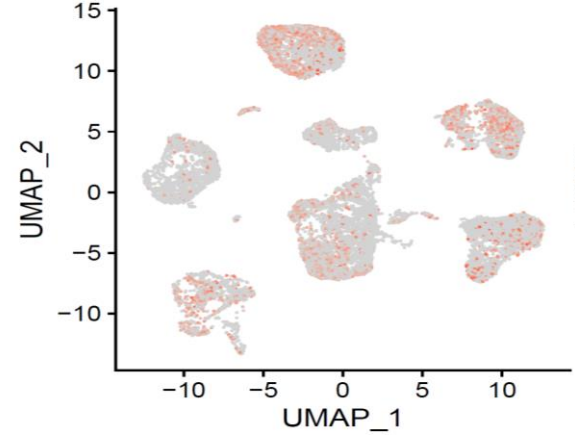

**CASP4**

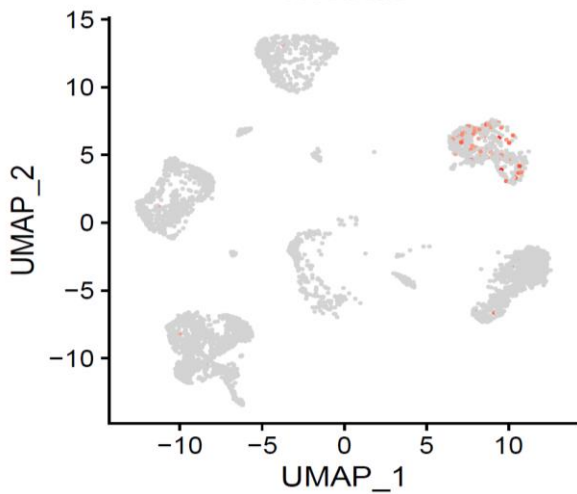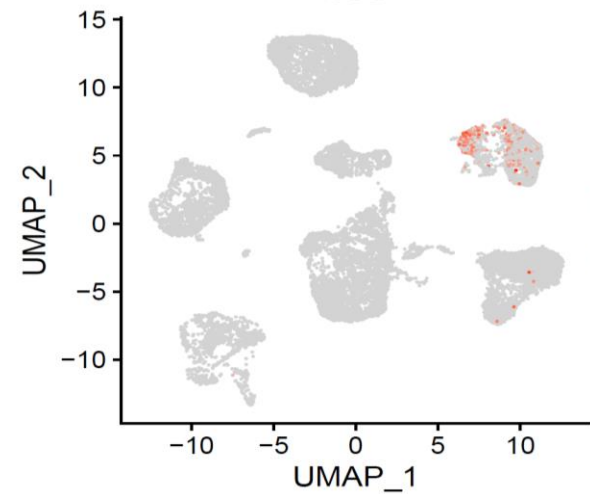

**NLRP3**

(A) Single cell RNA-seq data of skin biopsies of patients with localized scleroderma(n=6) demonstrated mRNA Caspase-1, Caspase-4 and NLRP3 mainly up-regulated in vascular endothelial cells, macrophages and T cells, data also available on [www.fibroad.org](http://www.fibroad.org).

**Figure S2. Disulfiram administration reduces skin fibrosis in mice.**

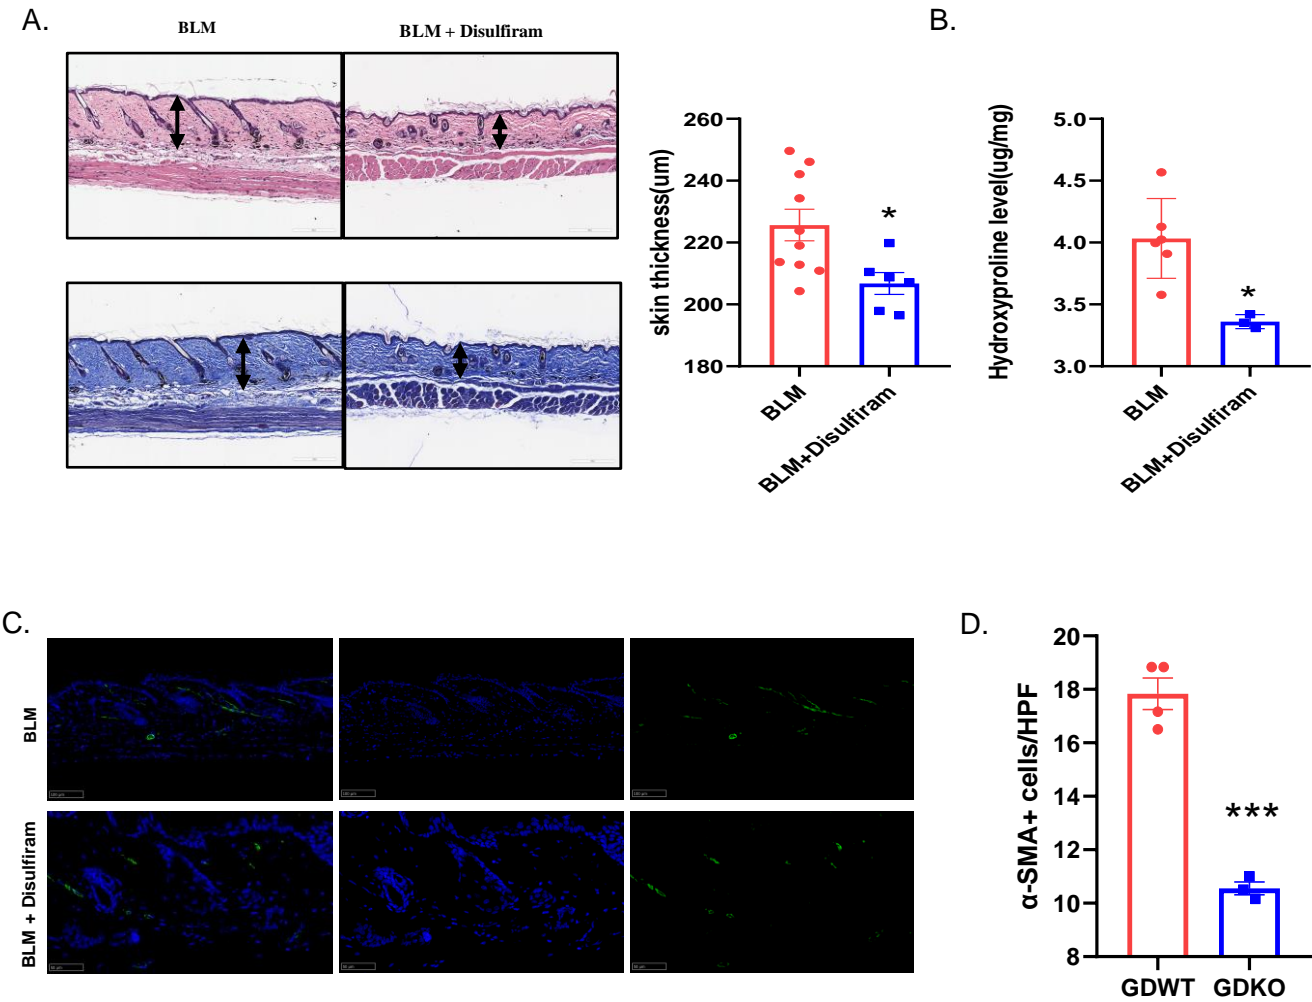

(A)Representative images with HE and Masson staining. Scale bar: 100μm, quantitation of dermal thickness (n=10, 6), and (B)hydroxyproline content demonstrating decreased dermal thickness in Disulfiram administration group (n=6, 3), \*P<0.05, \*\*p<0.01, \*\*\*P<0.001, \*P<0.05(analyzed by t-test). (C) Myofibroblasts staining by anti-α-SMA antibody were counted in per high power field. (D)Statistical analysis of the number of α-SMA positive cells per high power field(n=4, 3), results are mean ± SEM, \*\*\*P < 0.001(analyzed by t-test).

Figure S3. Gating strategy of cytokine stimulation in T cells in flow cytometry.

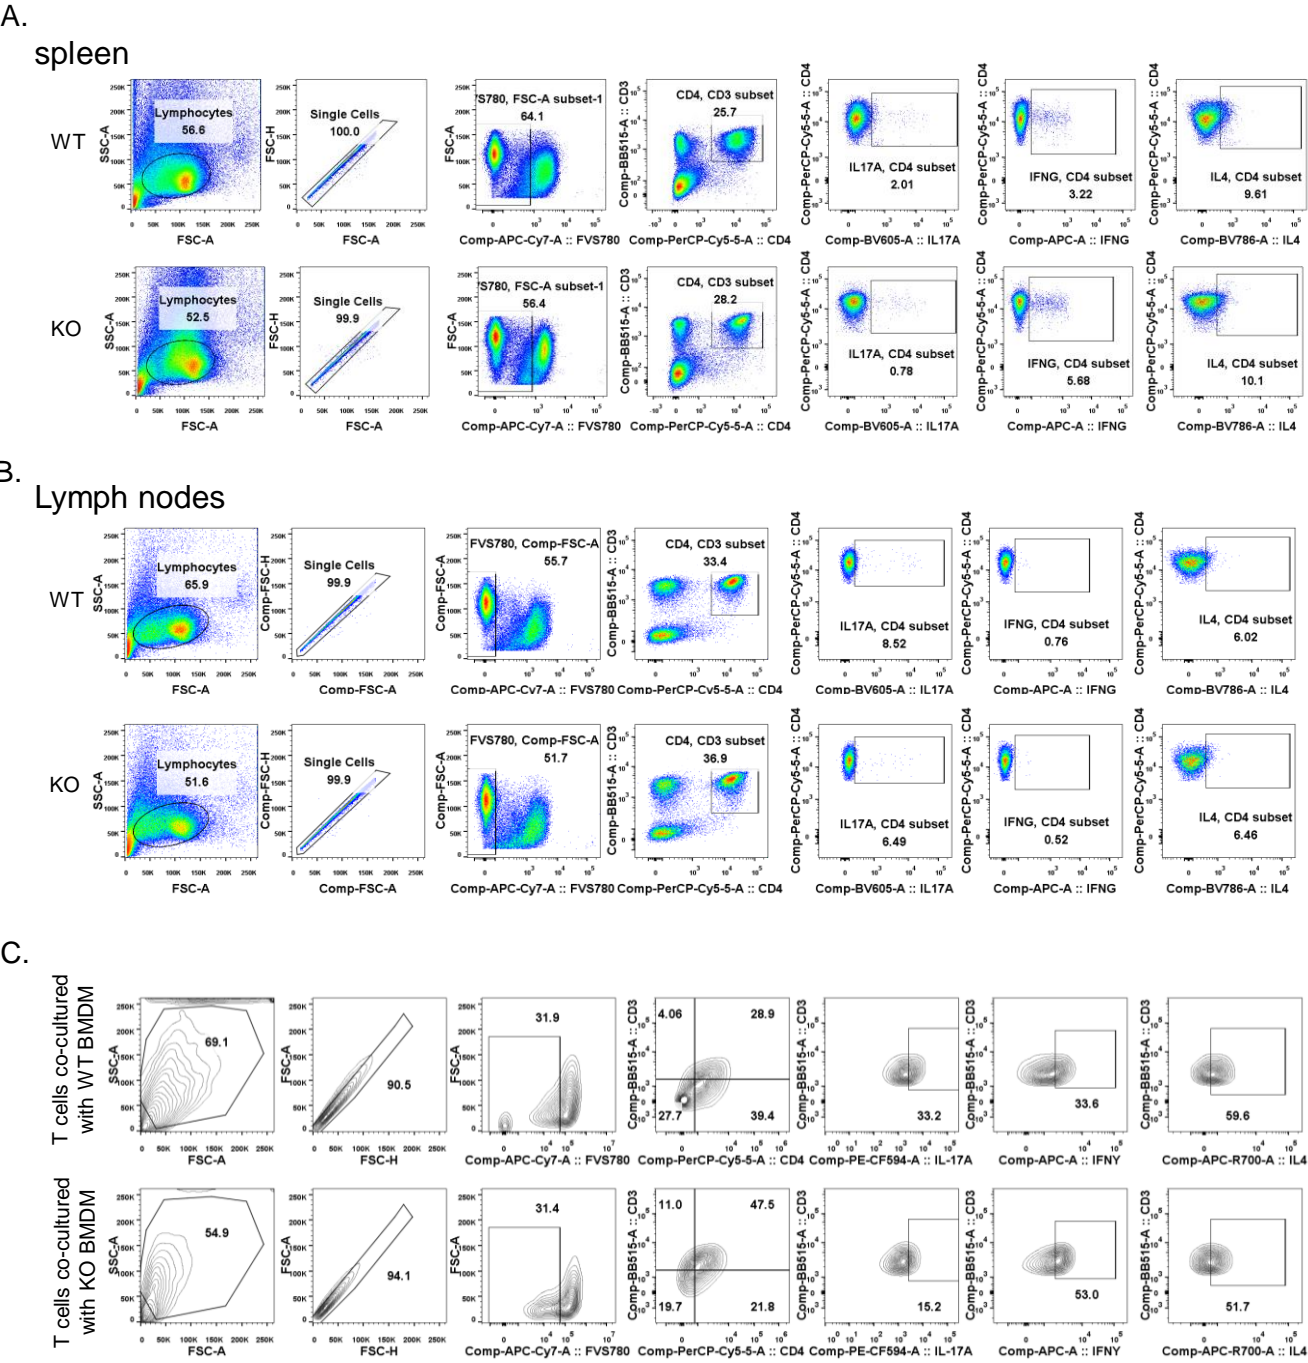

(A-C) Representative image of flow cytometry showing the gating strategy of cytokine stimulation in T cells.

Supplementary Table 1. Demographics and characteristics of included patients.

Supplementary Table 2. Demographics and characteristics of healthy control.

Abbreviations: F, female; M, male.

Supplementary Table 3. Primers used in this study

| Name      | Sequence                |
|-----------|-------------------------|
| mGAPDH-F  | AGGTCGGTGTGAACGGATTTG   |
| mGAPDH-R  | TGTAGACCATGTAGTTGAGGTCA |
| mIL-18-F  | GACTCTTGCGTCAACTTCAAGG  |
| mIL-18-R  | CAGGCTGTCTTTTGTCAACGA   |
| mIL-1β-F  | GCCACCTTTTGACAGTGATGAG  |
| mIL-1β-R  | GACAGCCCAGGTCAAAGGTT    |
| mGSDMD-F  | AGTGCTCCAGAACCAGAACC    |
| mGSDMD-R  | ACTCTGCCCTGAATGTTCCC    |
| mTGF-β1-F | CTCCCGTGGCTTCTAGTGC     |
| mTGF-β1-R | GCCTTAGTTTGGACAGGATCTG  |

How the deposited data were processed for this re-analysis (not part of the article)

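RNA from BLM-treated skin of 2 WT and 2 GSDMD KO libraries was measured by RNA-seq, and each library was taken by its label as replicate 1 or 2 of its genotype. The authors deposited 1 table of FPKM, in which 24441 genes are named by symbol with an mm9 locus. According to the paper, the authors aligned reads to mm9 with Hisat2 (v2.0.1), counted them with featureCounts (v2.0.1) and tested the counts with DESeq2, with an adjusted p under 0.05 and an absolute log2 ratio over 1 as thresholds. The tool and annotation behind the deposited FPKM are not given in the sources used here. No column of per-library values was left unused. A row is listed at 0 in all libraries for 4778 genes, 26 symbols have the form of a date, and 4 rows share a symbol with another row and were named by symbol and locus. Coordinates are those of GENCODE vM1 on NCBIM37 (mm9), in which 99.2% of the 20132 genes with a single locus of the same symbol overlapped the locus in the table.

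The fragments behind the values were estimated from the steps between low values of 3636 genes with a single transcript, at 12.6 × 10⁶ to 17.1 × 10⁶ per library, and the estimate was tested on simulated counts, where the largest error was 0.200%. At 12.6 × 10⁶ fragments, 1 fragment on a transcript of 1 kb is worth 0.0796 FPKM.

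A test on counts had been fixed before the data were examined. Since the table holds FPKM, the groups were instead compared with limma (version 3.58.1, R 4.3.3) on log2(FPKM + 1), with a trended prior variance, over the 13027 genes with an FPKM of at least 1 in at least 2 libraries. The thresholds were those of the paper, with Benjamini-Hochberg adjustment. This pseudocount and filter were settled after the values had been seen, among 18 limma fits with other pseudocounts and filters and with or without a block, and 0 of the 18 called any gene. A fit with vooma in place of the trended prior called 0 genes. No block was used, and the replicate numbers share only a label. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for annotation and figures.

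The text names Gsdmd, the genes named in the paper's text, Fig. 4B and Fig. 5B, and in each gene list the 2 members with the highest mean FPKM, a rule fixed before the data were examined with CPM in place of FPKM. The rule also named the genes with the smallest p among those called, of which there were none. Some genes that the rule names are left out of the text, a choice that did not rest on their values. Other genes named are said to have been chosen after their values were seen. In all, 34 gene lists were written from textbook knowledge after the paper and its figures were read, and 32 had at least 5 members tested. Lists were tested with camera, with an inter-gene correlation of 0.01 or an estimated one, and with fry, and p-values were adjusted over the 32 lists. The GO and KEGG analyses of Fig. 4A and Fig. 5A were not repeated. Of all listed genes, 11 had no row of the same symbol.

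The limma test was tested on simulated values with 200 changed genes among 13027. With the spread of all 4 libraries it recovered 0 genes at a log2 change of 2, 179 at 3, 187 at 4 and 194 at 5, with 0, 10, 8 and 10 false calls. With the spread of the 2 WT libraries it recovered 185 genes at a log2 change of 2. The changed genes were drawn only from those with a WT mean log2(FPKM + 1) over 3. Each gene had the same spread in every simulated library, and values could fall below 0, unlike log2(FPKM + 1). In the libraries themselves Cxcl3, at a log2 fold change of -4.16, was not called, so these rates do not give the power of the test here. A first version of the simulation, with the spread smoothed from log residuals, understated the spread and recovered 176 genes at a log2 change of 2 with the spread of all 4 libraries. It was replaced after this result had been seen beside the 0 calls in the libraries. The alternatives tried were median-ratio and upper-quartile scaling, no filter on low values, the replicate number as a block, each library left out, unadjusted p-values, no fold threshold, and a fit without the genes of the muscle, hair, fat and keratinocyte lists. Chosen after seeing the data were other pseudocounts (0.1 and 0.5), other filters, robust moderation, array weights, crossed pairing and removal of trends on GC content and gene length.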

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

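The tests on Y-linked genes were chosen only after the values were seen. The labels describe all mice as female, yet 4 Y-linked genes that most tissues of male mice express were listed above 0 in KO replicate 2 and at 0 in the other 3 libraries, in genes that the paper does not discuss. Eif2s3y had 1.28 FPKM, Ddx3y 0.212, Uty 0.205 and Kdm5d 0.0823, together about 61.1 fragments. Reads of the X-linked copies assigned to the Y-linked copies are argued against, since at the ratios of KO replicate 2 the other 3 libraries would hold 156 such fragments in place of 0. A library wholly from a male mouse is argued against by Xist, the transcript of the inactive X chromosome, at 48.4 FPKM in KO replicate 2 and 13.5 to 26.6 in the others. A small amount of RNA from a male mouse stays open, since the 61.1 fragments cannot be scaled without a male library of this tissue, and no biological explanation was tested.

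Genes of the growing hair follicle, which the paper does not discuss, had a median of 4.19 (log2, against the WT mean) in KO replicate 1 and 0.91 in KO replicate 2. Genes of the sebaceous gland had a median of 3.43 in KO replicate 2 and 1.41 in KO replicate 1. Proliferation genes had a median log2 fold change of 0.99, and all 24 tested were higher in both KO libraries than in both WT libraries. Among all genes tested, 35.3% were higher in both. The 24 genes move together (inter-gene correlation estimated at 0.748), so they are not independent.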

How the results depend on the processing

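The 0 calls of limma over all genes, higher or lower, stayed at 0 under both other scalings, without a filter, without a fold threshold, without the genes of muscle, hair, fat and keratinocyte lists, with the replicate number as a block (0 calls), and, chosen after seeing the data, with pseudocounts of 0.1 and 0.5, both other filters, robust moderation, array weights, removal of GC and length trends and crossed pairing (0 calls). The same held for the counts of chemokine and receptor, macrophage, IL-17 target and Fig. 5B genes. With the replicate number as a block the smallest adjusted p from limma was 0.0541, just over the threshold, against 0.190 in the main fit. With an unadjusted p, 1341 genes passed, 802 higher and 539 lower, with 18 chemokine and receptor, 17 macrophage, 9 IL-17 target and 10 Fig. 5B genes lower. With 1 library left out, calls ranged from 0 (without either WT library) to 2058 (without KO replicate 1), those higher from 0 to 859 and those lower from 0 to 1199, with 0 to 22 chemokine and receptor, 0 to 24 macrophage, 0 to 12 IL-17 target and 0 to 10 Fig. 5B genes. Without KO replicate 2, 43 genes passed. Each such fit rests on a lone library of 1 group, assumed to vary like the other group. Of 32 gene lists, 23 passed camera, 23 with the replicate number as a block, 0 with an estimated correlation and 0 by fry's directional test, while its mixed test, for change in either direction, passed 4 (chemokines, IL-17 targets, neutrophils and cytokines). Camera with an estimated correlation rests on 2 residual degrees of freedom, so its 0 passes cannot be laid to correlation between genes alone. The differences between replicates 1 and 2 of WT and of KO correlated at -0.20 across genes. DESeq2, a minimum of 10 counts and thinning to equal depth were not run, since the table holds no counts.

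Of 96 named genes tested, 23 changed the sign of their log2 fold change under some setting, none of them called in the main comparison, and the cause was not tested. With 1 library left out, the log2 fold changes of these ranged as follows: Casp4 -0.48 to 0.00743, Tgfb2 -0.37 to 0.37, Ccl8 -2.19 to 0.69, Ackr1 -3.17 to 0.25, Thy1 -0.90 to 0.81, Cd24a -0.19 to 0.45, Mcpt4 -2.27 to 0.66, Tpsb2 -2.68 to 0.28, B2m -0.14 to 0.44, H2-K1 -0.60 to 0.0995, Mapk3 -0.16 to 0.35, Jund -0.13 to 0.63, Sparc -2.51 to 0.0654, Tgfbi -0.39 to 0.0101, Mmp14 -1.25 to 0.33, Lor -2.80 to 1.39, Krt25 -0.89 to 5.52, Scd1 -1.20 to 0.37, Plvap -3.83 to 0.76, Pmp22 -1.79 to 0.0293, Mlana -0.0739 to 3.18, Ndufa4 -0.33 to 0.26, Junb -0.19 to 0.00979. Under median-ratio and upper-quartile scaling Tgfb2 (-0.10 and -0.0754) and Mapk3 (-0.0394 and -0.00499) changed sign, as did Tgfb2 without the genes of the 4 lists (-0.0183) and Cd24a under median-ratio scaling (-0.00712). With GC and length trends removed the values were -0.0636 for Tgfb2, 0.12 for Thy1, -0.10 for Cd24a, -0.14 for B2m and 0.0157 for Junb.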

Differences from the paper's values

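The paper, which used DESeq2 on counts, states 15 down-regulated genes of the IL-17 pathway in Fig. 5B. By limma on log2(FPKM + 1), 0 of them were called lower here at the paper's thresholds. The study chose these genes on the same libraries and 14 of the 15 were tested here, so no count below is an independent check. Of the alternatives set before the data were examined, the fit without KO replicate 1 and the use of unadjusted p-values called 10 each, within 1.5 times the paper's number. The fit without KO replicate 2 called 3, and the others called 0 (median-ratio and upper-quartile scaling, no filter, replicate block, without either WT library, no fold threshold, and without the genes of muscle, hair, fat and keratinocyte lists). In direction, 14 of the 15 were lower in both KO libraries than in both WT libraries, and Lcn2 was not.

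The paper's mean depth of 26.5 × 10⁶ raw paired-end reads per sample, 106.3 × 10⁶ in all, stands against an estimate of 14.3 × 10⁶ fragments per library, 57.3 × 10⁶ in all, behind the deposited FPKM. The paper's numbers count raw reads and the estimate counts fragments that entered the values, so they are not on 1 scale, and the paper does not say whether a pair counts as 1 read.

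The paper describes chemokines and chemokine receptors of Fig. 4B as significantly down-regulated and macrophage markers and cytokines of that figure as down-regulated, and its volcano plot (Fig. 4C) marks genes in both directions. Here 0 of the 20 genes of Fig. 4B and 0 genes in all were called at the thresholds, while all 20 were lower in both KO libraries. With unadjusted p-values 18 of the 20 passed, without KO replicate 1 the number was 18, and without KO replicate 2 it was 6. The legend of Fig. 4 lists MMPs as down-regulated. Of 19 metalloproteinase and inhibitor genes tested here, 6 were lower in both KO libraries and 1 was higher, and the named Mmp12 and Mmp19 were lower in both. The paper places T cell activation among the down-regulated processes. A list of 25 T cell markers was written for this work and is not the GO term. Only 10 of the 25 were tested, of which 2 were lower in both KO libraries and 1 was higher. The markers not tested say nothing for or against a change in T cells.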

Other observations

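All explanations below were chosen only after the patterns were seen, those on GC content and length also after GC correlations between libraries had been seen. What the tests of GC content and length and of scaling should give was written before they were run, and for the share of dermal tissue and for dilution only afterwards. Among all genes tested, 35.3% were higher and 20.5% lower in both KO libraries than in both WT libraries. Of 12 genes of the growing (anagen) hair follicle tested, 8 were higher in both KO libraries than in both WT libraries. They move together (inter-gene correlation estimated at 0.969), so the 16.7% chance of a single gene is no measure for the list. Limma gave 0 over all genes tested, 6 at an unadjusted p under 0.05 and 2 when adjusted over the list alone. Krt71 and Krt25, keratins of the inner root sheath, had 2.77 and 2.43 FPKM in WT replicate 1, 0.0661 and 0 in WT replicate 2, 86.4 and 84.1 in KO replicate 1, and 1.04 and 0 in KO replicate 2. The melanocyte genes Dct and Mlana followed, at 28.4 FPKM each in KO replicate 1 and 1.66 to 3.40 in the other libraries, and 0 of 6 melanocyte genes were higher in both KO libraries. Sebaceous genes were higher in both for 9 of 15, and 9 passed adjusted over the list alone, with Elovl4, which makes very long fatty acids, at 29.8 ± 25.3 FPKM (SD, n = 2) in WT and 201 and 883 in KO, while Scd1 had 1125 ± 793 and 802 ± 463. Proliferation genes passed adjusted over the list alone for 10 of 24, with Ube2c at 11.5 ± 4.22 FPKM in WT and 33.5 ± 8.00 in KO and Pcna at 49.1 ± 2.80 and 66.2 ± 16.3. Of 27 keratinocyte genes 9 were higher in both, with a list median of 1.52 (log2, against the WT mean) in KO replicate 1 and -0.18 in KO replicate 2. The WT libraries themselves differed by a list median of -1.16 (log2, replicate 2 minus 1). Krt14 of the basal layer had 1254 ± 55.5 FPKM in WT and 2712 ± 33.1 in KO, while Lor of the cornified layer had 1450.2 and 810 in WT and 2844 and 155 in KO. Camera gave higher levels in KO for hair follicle (adjusted p = 0.00017), sebaceous (0.00858), keratinocyte (0.0105) and proliferation genes (4.4e-09), and not for melanocyte genes (0.350). With an estimated correlation these were adjusted p = 0.588, 0.622, 0.668, 0.556 and 0.703.

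Other tissues went the other way or did not separate the groups, and 0 of their genes passed limma over all genes tested. Skeletal muscle genes were lower in both KO libraries for 20 of 29 (6 adjusted over the list alone, 8 at an unadjusted p under 0.05), with Acta1 at 7195 ± 687 FPKM in WT and 4378 ± 919 in KO and Ckm at 4282 ± 177 and 2504 ± 331. Fat cell genes were lower in both for 9 of 25, while Fabp4, at 2441 ± 1492 FPKM in WT and 975 ± 1137 in KO, overlapped. Over the fat cell list the WT libraries themselves differed by a median of 1.41 (log2, replicate 2 minus 1). Red blood cell genes were lower in both for 4 of 5, with Hbb-b1 at 61.6 ± 20.1 and 29.5 ± 23.7. Its partner Hba-a2, which has a near-identical copy, had 63.5 ± 13.1 and 21.5 ± 30.4. Endothelial genes were lower in both for 3 of 22. Plvap, at 61.4 ± 12.6 and 53.4 ± 70.8, and Egfl7, at 42.2 ± 17.7 and 22.9 ± 18.9, overlapped. Nerve genes were lower in both for 1 of 14, while Pmp22, at 109 ± 5.24 FPKM in WT and 70.7 ± 56.6 in KO, overlapped. Mast cell genes were lower in both for 1 of 9. Mcpt4, at 23.2 ± 2.07 and 20.6 ± 23.4, and Tpsb2, at 20.7 ± 5.95 and 13.5 ± 15.8, overlapped. Respiratory chain genes were lower in both for 17 of 30, with Cox4i1 at 1049 ± 162 and 807 ± 21.4. Ndufa4, at 857 ± 246 and 822 ± 60.0, overlapped. Immediate early and heat shock genes were lower in both for 7 of 27 and higher for 9, with Hspb1 at 679 ± 159 and 450.2 ± 247 and Junb at 90.6 ± 4.84 and 85.3 ± 8.29, a median log2 fold change of -0.09 and a mean of 0.01. Camera gave lower levels in KO for muscle (adjusted p = 2.2e-10), fat cell (1.4e-06), endothelial (7.6e-05), respiratory chain (0.000102) and red blood cell genes (0.0166), which with an estimated correlation had adjusted p = 0.556, 0.556, 0.631, 0.556 and 0.556, and not for mast cell (0.163), nerve (0.260) and immediate early genes (0.465).

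The paper reports lower RT-qPCR levels of IL-1β, IL-18 and TGFβ-1 in KO skin (Fig. 3H), an experiment whose samples were not analysed here. In these libraries Il1b was lower in both KO libraries, with 35.7 and 59.8 FPKM in WT and 2.49 and 4.65 in KO, a log2 fold change of -3.41 (standard error 0.39, adjusted p = 0.248 from limma). Il18 had 25.4 and 12.1 FPKM in WT and 41.4 and 34.5 in KO, a log2 fold change of 1.06 (standard error 0.39, adjusted p = 0.280 from limma), and Tgfb1 had 18.2 and 21.3 in WT and 18.4 and 7.64 in KO. Gapdh, to which that RT-qPCR was normalized, had 610.2 and 539 FPKM in WT and 380 and 496 in KO. In the fit without KO replicate 2, limma called 15 genes lower, here named after their values were seen: Arg1, Stfa2l1, Clec4e, Clec4d, Cxcl3, Cxcl2, Ccl3, Ccl4, Itgam, Itgb2, Gm5483, Il1b, Slc2a6, Cd14 and Plaur. It called 28 genes higher, among them the hair genes Krt25, Krt27, Krt28, Krt32, Krt35, Krt71, Krt85 and Tchh, the pigment genes Pmel, Dct and Mlana, and Elovl3, Fa2h, Mmp11, Ptgds, Coch, Irx4, Myl3 and S100a3. Clec4e and Clec4d, receptors of myeloid cells for glycolipids, had 12.1 and 11.0 and 25.8 and 33.1 FPKM in WT, and 0.674 and 0.253 and 2.46 and 2.19 in KO.

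Connective tissue genes were lower in KO replicate 2 than in KO replicate 1, with a median difference of -2.26 (log2) over 33 collagen and matrix genes, -2.09 over 22 endothelial and -3.17 over 15 complement genes. GC content and gene length bias is argued against, since the collagen median stayed at -2.20 (interquartile range -2.59 to -1.34) with those trends removed. Scaling of the libraries is argued against too, at -2.24 after median-ratio scaling. A smaller share of dermal tissue in KO replicate 2 was taken to raise other tissues alike. Of the 6 pairs among the keratinocyte (-1.28), hair follicle (-2.82), sebaceous (2.08) and muscle (-0.31) lists, 4 had interquartile ranges that did not overlap. This cannot decide, since those tissues can change on their own. Hair genes already lay at 4.19 in KO replicate 1 against the WT mean. Against that mean, collagen (-2.20), endothelial (-2.11) and complement (-3.41) medians all fell in KO replicate 2. A smaller dermal share therefore stays open, as does a change within the other tissues, such as the stage of the hair cycle. Both libraries are KO and the design names no difference between them, so no biological explanation was tested.

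Macrophage genes were lower in KO replicate 1 than in the WT libraries, with a median of -1.09 (log2). A smaller share of dermal tissue in KO replicate 1 is argued against by collagen and matrix genes, at a median of 0.41. Dilution by hair follicle, epidermal, muscle and fat RNA would lower other dermal genes alike, and is argued against as the whole cause by the endothelial genes, at a median of 0.0181 with a lower quartile of -0.11, above the upper quartile of the macrophage genes at -0.44. Leaving out the genes of those lists removed only 93 genes and decides nothing. GC content and gene length bias is argued against by a median of -1.04 (interquartile range -1.43 to -0.44) with those trends removed. The genotype stays among the open explanations, as a hypothesis that 2 libraries against 2 cannot test at an exact permutation p below 0.333, as do differences between the animals such as the stage of the hair cycle.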
